# Epithelial HO-1 regulates iron availability and promotes colonic tumorigenesis in a context-dependent manner

**DOI:** 10.1172/jci.insight.181032

**Published:** 2025-12-17

**Authors:** Rosemary C. Callahan, Jillian C. Curry, Geetha Bhagavatula, Alyse W. Staley, Rachel E.M. Schaefer, Faiz Minhajuddin, Liheng Zhou, Rane M. Neuhart, Shaikh M. Atif, David J. Orlicky, Ian M. Cartwright, Mark E. Gerich, Calen A. Steiner, Arianne L. Theiss, Caroline H.T. Hall, Sean P. Colgan, Joseph C. Onyiah

**Keywords:** Cell biology, Gastroenterology, Cell stress, Colorectal cancer, Inflammatory bowel disease

## Abstract

Induction of heme oxygenase-1 (HO-1/*Hmox1*) is broadly considered cytoprotective, but the role of colonic epithelial HO-1 in colitis-associated tumorigenesis is poorly defined. HO-1 catabolizes heme, releasing ferrous iron, a key driver of oxidative stress and lipid peroxidation. We observed that colonic epithelial HO-1 was induced during colitis and tumorigenesis. We also found that HO-1 was upregulated in ferroptosis-inducing conditions in murine and human colonic epithelial organoids and correlated with lipid peroxidation and ferroptosis markers in colonic tumors. In colonic epithelial organoids exposed to heme, deletion of *Hmox1* amplified a compensatory oxidative stress and detoxification transcriptional program, likely reflecting unresolved oxidative and nonoxidative toxicity from heme. In vivo, epithelial HO-1–deficient mice developed significantly fewer and smaller tumors compared with littermate controls in a colitis-associated tumorigenesis model, despite similar inflammatory injury. Tumors from KO mice exhibited reduced iron levels, decreased lipid peroxidation, lower oxidative DNA damage, and decreased proliferation. Single-cell RNA sequencing of tumor epithelial cells revealed a shift from a proliferative to a stress-adaptive program with loss of HO-1. These findings identify epithelial HO-1 as a context-dependent regulator of tumorigenesis: it is protective against acute heme toxicity but promotes iron-dependent oxidative damage and proliferation in the setting of chronic inflammation.

## Abstract 2

Colonic tumorigenesis in mice is influenced by epithelial heme oxygenase-1, which regulates the balance between epithelial heme metabolism and ferroptosis.

## Introduction

Inflammatory bowel disease is characterized by chronic, relapsing-remitting mucosal inflammation that drives cycles of epithelial injury and repair, significantly increasing the risk of dysplasia and colorectal cancer (1, 2). This risk is particularly elevated in patients with ulcerative colitis (UC), where disease activity, extent, and duration correlate with neoplastic transformation (3, 4). A hallmark of active colitis is mucosal hemorrhage, which exposes the intestinal epithelium to elevated levels of luminal heme released from damaged extravascular erythrocytes (5, 6). Heme is a potent prooxidant molecule capable of generating ROS via its redox active iron atom, leading to oxidative DNA damage, lipid peroxidation, and cell death (7–10).

To mitigate heme toxicity, tissues rely on binding proteins and enzymatic degradation pathways (11). Heme oxygenase-1 (HO-1/*Hmox1*) is a heme and stress-inducible enzyme that catabolizes heme into biliverdin, carbon monoxide, and ferrous iron (12). Systemic deficiency of HO-1 in humans and mice results in increased oxidative stress, inflammation, and tissue injury (13–15). While HO-1 is broadly considered cytoprotective and antiinflammatory, its role in cancer is complex and context dependent (12). In the acutely inflamed colon, HO-1 is upregulated in response to inflammation and hemorrhage, but the consequences of its chronic activation, particularly in epithelial cells, have not been well defined. In particular, the intersection of HO-1 activity with iron-regulated oxidative stress and transcriptional responses in the context of colitis-associated cancer (CAC) remains unexplored.

Iron-dependent lipid peroxidation and oxidative stress have been increasingly implicated in both inflammatory and neoplastic processes in the gut, with ferroptosis representing one potential outcome of dysregulated iron metabolism (16–19). Iron metabolism is increasingly recognized as a critical determinant of tumor behavior, with labile iron shown to support nucleotide synthesis, metabolic reprogramming, and proliferation (20, 21). Catabolism of heme by HO-1, with the release of ferrous iron, may therefore have an unintended consequence: fueling tumor-promoting pathways during chronic inflammation. Conversely, loss of HO-1 may exacerbate acute heme toxicity through oxidative and nonoxidative damage from uncatabolized heme, independent of iron release (22). This paradox underscores the need to understand the influence of epithelial HO-1 on colitis and tumorigenesis.

To address this, we utilized a murine model of CAC and generated intestinal epithelial cell–specific HO-1–KO mice (*Hmox1*^ΔIEC^ mice). We examined the effect of HO-1 deletion on tumor burden, oxidative stress, and compensatory transcriptional responses using epithelial organoids, tissue-level assays, and single-cell transcriptomics. Our findings reveal a complex role for epithelial HO-1 in colitis-associated tumorigenesis: while it protects against acute heme stress, its activity may promote oxidative damage and epithelial proliferation in chronic inflammation through increased iron availability. In its absence, heme triggers a compensatory stress-adaptive transcriptional program that constrains tumor growth.

## Results

### Loss of colonic epithelial HO-1 amplifies stress-linked transcriptional responses to heme.

We examined mucosal bleeding as a feature of active colitis using the murine dextran sodium sulfate–induced (DSS-induced) colitis model. We observed a temporal increase in disease activity, fecal bleeding, and fecal heme content, which declined after DSS withdrawal (Figure 1, A–C) (23). Induction of the heme-inducible HO-1/CO pathway has been shown to be protective in murine colitis (24–26). Colonic *Hmox1* mRNA and HO-1 in CD45^–^EPCAM^+^ IECs increased during the course of DSS injury, correlating with bleeding severity and fecal heme (Figure 1, D and E). To investigate colonic epithelial responses to heme we generated mice with IEC-specific deletion of *Hmox1* expression (*Hmox1*^ΔIEC^ or KO mice; Supplemental Figure 1, A and B; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.181032DS1) and derived colonic epithelial stem cell organoids (colonoids) from control (*Hmox1*^fl/fl^) and KO animals (Supplemental Figure 1C). Colonic epithelial cells are relatively resistant to hemin-induced cytotoxicity, but, upon exposure to moderate amounts of heme, we found that loss of *Hmox1* led to increased cell death in murine colonoids (Figure 1F), similar to a prior report using human colonic epithelial cell lines (8). 

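Colonoids from control (*Hmox1* fl/fl) and KO (*Hmox1* ΔIEC) animals were given vehicle or hemin, the ferric chloride form of heme, at 200 μM for 24 hours. Poly-A mRNA was sequenced from 3 libraries in each of the 4 groups. Novogene prepared the libraries, sequenced them and did the bioinformatic analysis. The paper's text names no aligner, genome build, unit of expression or test for these data. The authors deposited FPKM, the fragments per kilobase of gene relative to the fragments of the library, for 54532 genes, together with the length of each gene. Multiplied by that length, 100% of the values in each library were whole multiples of the value of 1 fragment, so the fragments on each gene could be recovered. Replicates 1, 2 and 3 held 15962169, 16462911 and 13257589 fragments in control colonoids given vehicle, and 11648801, 11859124 and 11935604 in control colonoids given hemin. In the colonoids labelled KO they held 15067607, 16009941 and 15537521 fragments with vehicle, and 15479954, 25101868 and 15213738 with hemin. The hemin-treated control libraries were thus the smallest of the 4 groups. The deposited values already carry a scaling between libraries, since FPKM times gene length did not sum to the same total in each library and the median-of-ratios factors computed from the values were 1 in every library. Of the gene identifiers, 54409 are in GENCODE M21, an annotation of the GRCm38 mouse genome, and 98.33% of these have the same start and end there. Coordinates are given as deposited.
*Hmox1* (ENSMUSG00000005413), the deleted gene, lies on chromosome 8 from 75093621 to 75100589, with 5 exons in the annotated transcript Hmox1-201. Under vehicle, its FPKM was 7.62, 6.85 and 7.90 in the control libraries and 3.14, 2.11 and 2.31 in the libraries labelled KO. These vehicle-treated libraries labelled KO still held 64 to 90 *Hmox1* fragments each. The log2 fold change between the genotypes under vehicle was −1.27 (adjusted p = 1.2e-05 from limma). Under hemin, the FPKM was 503, 483 and 382 in the control libraries and 1279, 1393 and 1271 in the libraries labelled KO. The log2 fold change under hemin was therefore 1.53 (standard error 0.12, adjusted p = 3.3e-06), which goes against the KO label. The paper's own supporting data give the same direction, with a reported log2 fold change of 1.51. FPKM of whole genes do not show which exons the fragments came from. The genotype is therefore given as labelled throughout, and each direction between the genotypes rests on that label.
The tests used log2(FPKM + 1), a scale that understates the fold change of genes with low FPKM. One limma model of the 4 groups was fitted, with 8 residual degrees of freedom and Benjamini-Hochberg adjustment. It covered the 12740 genes with an FPKM of at least 1 in at least 3 of the 12 libraries. A gene was called at an adjusted p-value under 0.05 and an absolute log2 fold change above 1, the thresholds printed in Figure 1I. Across the 12 pairs of libraries within a group, chi-square per degree of freedom was 1.93 to 43.1, so no library repeats another within sampling noise. This does not show that the 3 libraries of a group came from different animals.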

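Between hemin-treated colonoids labelled KO and hemin-treated control colonoids, 766 of the tested genes were called. Of these, 395 were higher and 371 lower in the colonoids labelled KO, and *Hmox1* is among the higher ones, against that label. In 760 of the called genes no library of one group overlapped the other group. The same held for 5210 of all tested genes (40.9%), where chance gives 10%. The call rested most on the fold change threshold, since 4383 genes passed the adjusted p-value alone. With the replicate number as a block in the model, 761 genes were called and 759 were called in both fits. The numbers did not pair the libraries, as deviations from the group mean correlated on average at −0.13 (range −0.33 to 0.07) between same-numbered libraries and at 0.07 between the others.
Among called genes without overlap, the largest increases in the colonoids labelled KO were in *Atp12a* (log2 fold change 7.19), *Hoxb13* (7.05), *Pyy* (6.34), *Slpi* (6.07) and *Ppy* (5.89). Among the largest decreases were *1810065E05Rik* (−5.58), *Apol10a* (−5.48), *Sptssb* (−5.30) and *Gm1673* (−5.13). Their order holds only on this scale, since a pseudocount of 0.1 took *Pyy* to 6.69 and *Slpi* to 9.15. The least significant of the genes named here was *Gm1673* (adjusted p = 3.4e-07). *Atp12a* (ENSMUSG00000022229) lies on chromosome 14 from 56365068 to 56388550. Its FPKM was 146 ± 13.7 (SD, n = 3) in hemin-treated colonoids labelled KO, with 0 fragments in every hemin-treated control library.
Each of these genes also differed in the same direction under vehicle. Without hemin the log2 fold change was 5.86 for *Atp12a*, 6.79 for *Hoxb13*, 5.63 for *Pyy*, 4.34 for *Slpi* and 6.17 for *Ppy*. It was −3.89 for *1810065E05Rik*, −5.69 for *Apol10a*, −5.29 for *Sptssb* and −4.87 for *Gm1673*. Of the 766 called genes, 401 (52.3%) were called in the same direction between the vehicle-treated groups. Across all tested genes, which are not independent replicates, the genotype difference with hemin and without it correlated at r = 0.63. A difference between the genotypes in the size of the hemin response itself, the interaction of genotype and hemin, was called for 243 of the 766 genes (31.7%), and 202 were called neither under vehicle nor in the interaction.
The response to hemin, against vehicle, covered 277 genes higher and 756 lower in control colonoids. In colonoids labelled KO it covered 620 genes higher and 1028 lower. Both genotypes shared 172 of the higher and 459 of the lower genes. These directions follow the FPKM as deposited, and with rescaling to TPM the log2 fold change of the median gene was −0.19 in control colonoids and −0.31 in those labelled KO.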

RNA sequencing revealed distinct transcriptional responses to heme in KO versus control colonoids, with approximately 800 genes upregulated in KO and approximately 900 in controls (Figure 1, G–I). 

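The paper shows 23 glutathione metabolism genes in Figure 1K and 19 ferroptosis-response genes in Figure 1L. The KEGG annotation itself was not used here, so these gene lists stand in for the pathways. The paper chose them from these same libraries, so a test on them describes the lists only. Of the glutathione genes, 21 could be tested. *Gpx3* and *Nat8f2* fell under the filter on low values, with 1 to 5 and 1 to 6 fragments per hemin-treated control library against 17 to 26 and 24 to 37 per hemin-treated library labelled KO. The median log2 fold change of the 21 genes between hemin-treated colonoids labelled KO and hemin-treated control colonoids was 0.94. limma camera, two-sided and with an inter-gene correlation of 0.01, gave an adjusted p = 9.9e-08 for the list over the 35 list tests computed, from a raw value of 2.8e-08. With the replicate block the raw value was 4.2e-08.
Of these genes, 17 were higher in the colonoids labelled KO and 10 were called higher. Their log2 fold changes were 2.66 for *Gstm2*, 2.57 for *Gsta1*, 2.51 for *Gsta2*, 1.66 for *Gstm3*, 1.60 for *Gstt1*, 1.48 for *Rrm2*, 1.43 for *Gpx2*, 1.10 for *Gclc*, 1.02 for *Gsta3* and 1.00 for *G6pdx*. *Gsta1* and *Gsta2* are near-identical copies whose fragments the counting could have split, so their separate values are uncertain. *Gstk1* (−1.59) and *Gstp3* (−1.17) were called lower. The adjusted p-value was under 0.05 for 19 genes, whether adjusted over all tested genes or over the list. These differences between the genotypes are not all rises with hemin. Against vehicle in the colonoids labelled KO, 16 of the 21 genes were higher with hemin and 5 lower. With each library left out in turn, that change was −0.42 to −0.24 for *Gstt1*, 0.27 to 0.33 for *Gstm2* and 0.88 to 0.94 for *Gstm3*.
The 19 ferroptosis-response genes had a median log2 fold change of 0.80. The same two-sided test gave an adjusted p = 8.3e-07, from raw values of 3.1e-07 and, with the replicate block, 5.3e-07. In the colonoids labelled KO, 16 of them were higher and 9 were called higher, with *Ptgs2* (3.22), *Hspb1* (2.08) and *Tfrc* (1.86) the largest. *Hspb1* had only 0 to 4 fragments per hemin-treated control library, so its value is set by the pseudocount. *Slc39a8* (−1.01) was called lower. The adjusted p-value was under 0.05 for 18 of them under either adjustment. The numbers of higher genes, 17 and 16, held with a pseudocount of 0.1, with TPM and with limma-voom on the recovered fragments. With the pseudocount of 0.1 the medians were 1.02 and 0.99. With each hemin-treated library left out in turn, the medians stayed between 0.90 and 1.01 for the glutathione genes and between 0.73 and 0.83 for the ferroptosis-response genes. Without hemin the glutathione genes showed no common direction between the labelled genotypes (median −0.13, camera adjusted p = 0.33, raw value 0.27), although 15 of the 21 had an adjusted p-value under 0.05, with 3 called higher and 3 called lower. Under TPM, which moves all genes, that median was 0.02, and relative to the median of all genes it stayed at −0.14 against −0.15 without TPM. The ferroptosis-response genes were at −0.30 (adjusted p = 0.057, raw value 0.044).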

Kyoto Encyclopedia of Genes and Genomes (27) pathway analysis demonstrated enrichment of glutathione metabolism, ferroptosis-response, and several detoxification pathways in KO colonoids (Figure 1, J–L), consistent with increased activation of a broad stress response. 

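Of the 10 genes that Figure 1L marks as protective against ferroptosis, 9 were higher in hemin-treated colonoids labelled KO than in hemin-treated controls and 6 were called (median log2 fold change 1.07). *Fth1* (ENSMUSG00000024661) encodes the ferritin heavy chain and lies on chromosome 19 from 9982703 to 9985092. Its FPKM was 2437 ± 106 (SD, n = 3) in hemin-treated controls and 5318 ± 34.3 in hemin-treated colonoids labelled KO, a log2 fold change of 1.13 (standard error 0.06, adjusted p = 1.2e-07 from limma). Under vehicle it was 794 ± 24.9 and 547 ± 6.76, respectively.
*Ftl1* (ENSMUSG00000050708), the ferritin light chain, lies on chromosome 7 from 45457944 to 45459884. Its FPKM was 2315 ± 308 and 3351 ± 177 with hemin, a log2 fold change of 0.54 (standard error 0.11, adjusted p = 0.0027). This is under the fold change threshold, so *Ftl1* was not called. The deposited table also lists *Ftl1-ps1*, a pseudogene copy, and the counting could have split fragments between them. With TPM its adjusted p-value rose to 0.064, and across the alternatives it ranged from 5.8e-04 to 0.064. Under vehicle its FPKM was 429.8 ± 10.3 in controls and 291 ± 32.6 in colonoids labelled KO.
*Slc7a11* (ENSMUSG00000027737) lies on chromosome 3 from 49892526 to 50443614 and encodes the light chain of the cystine/glutamate transporter. Its FPKM was 10.1 ± 1.61 in hemin-treated controls and 28.1 ± 0.438 in hemin-treated colonoids labelled KO, a log2 fold change of 1.40 (standard error 0.09, adjusted p = 6.8e-07). *Slc3a2* (ENSMUSG00000010095), the heavy chain, lies on chromosome 19 from 8706882 to 8723369. Its FPKM was 51.7 ± 9.78 and 172 ± 10.2, a log2 fold change of 1.73 (standard error 0.12, adjusted p = 9.7e-07). Under vehicle both were lower in colonoids labelled KO, at 0.684 ± 0.0573 against 3.01 ± 0.213 for *Slc7a11* and 24.5 ± 0.860 against 36.3 ± 2.27 for *Slc3a2*. The log2 fold changes under vehicle were −0.54 for *Fth1*, −0.57 for *Ftl1*, −1.25 for *Slc7a11* and −0.55 for *Slc3a2*, each with an adjusted p-value under 0.05. With TPM only *Slc7a11* stayed under 0.05, and the adjusted p-value was 0.12 for *Fth1*, 0.15 for *Ftl1* and 0.16 for *Slc3a2*. With *Gm23935*, which held 29.0% of the FPKM sum of 1 library, left out of the sum for TPM, an alternative chosen after seeing the data, all 4 were under 0.05 again. For all 4 genes, as for *Hmox1*, the difference between the labelled genotypes thus changed sign with hemin.

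**Figure D1:**
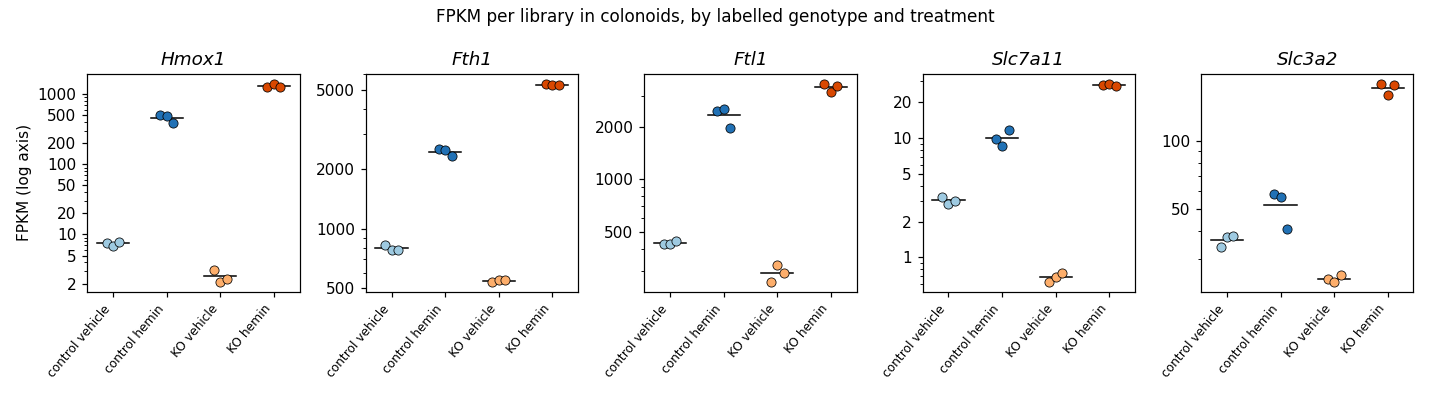
FPKM of *Hmox1*, *Fth1*, *Ftl1*, *Slc7a11* and *Slc3a2* on a log axis, with a point for each of the 3 libraries per group and a line at the group mean. In each panel the libraries labelled KO lie below the controls under vehicle and above them under hemin, which for *Hmox1* goes against the label.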

Similar to glutathione metabolism, many of the upregulated ferroptosis-response genes are involved in the protective response against iron-induced oxidative damage, such as *Fth1* and *Ftl1*, which store ferrous iron inert as ferritin, or *Slc7a11* and *Slc3a2* that together encode the cystine transporter that is key to maintaining antioxidative glutathione levels.

qPCR analysis confirmed upregulation of antioxidant and ferroptosis-response genes in KO colonoids (Supplemental Figure 1D). Depletion of glutathione and inhibition of HO-1 triggers cell cycle arrest in epithelial cells (8, 28, 29). We performed cell cycle analysis and observed increased G_0_/G_1_ arrest in KO colonoids exposed to heme (Supplemental Figure 1E). These findings suggest that HO-1 protects colonic epithelial cells from acute heme-induced stress through heme catabolism; in its absence, persistent heme triggers a compensatory stress-adaptive transcriptional program and cell cycle arrest. 

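Whether heme drew a larger response from the colonoids labelled KO was tested as the interaction of genotype and hemin in the sequencing data. It was called for 654 genes, 328 with a more positive and 326 with a more negative response in the colonoids labelled KO. This even split depended on the settings, with 275 and 533 genes under TPM and 211 and 123 among genes with a mean FPKM of at least 5. Of the 328, 195 rose more in the colonoids labelled KO, 118 were called higher there under hemin and 100 were called lower there under vehicle. Of the 326, 86 were called lower there under hemin and 171 were called higher there under vehicle, so many of these started from a higher level. The largest positive values were in *Gm3776* (4.78), *Gsta1* (4.37), *Mt3* (4.32), *Gm10639* (3.61) and *Mal* (3.49), in log2 units on the scale of log2(FPKM + 1). *Gm3776*, *Gsta1* and *Gm10639* are near-identical glutathione transferase copies, so their separate values are uncertain. The FPKM of *Mt3* was 39.9 ± 1.62 (SD, n = 3) in hemin-treated colonoids labelled KO and at most 0.779 on average in the other groups. The most negative values were in *Neurog3* (−4.24), *Ifitm3* (−4.18), *Pla2g2f* (−4.12), *Clca3b* (−4.03) and *Reg4* (−3.98). *Hmox1* itself had an interaction of 2.81 (standard error 0.17, adjusted p = 1.8e-06 from limma), against the KO label.
The interaction was 1.66 for *Fth1* (adjusted p = 5.5e-07), 2.65 for *Slc7a11* (4.4e-07), 2.28 for *Slc3a2* (6.1e-06) and 1.11 for *Ftl1* (4.3e-04). With TPM the value for *Ftl1* fell under the threshold, to 0.96. The median interaction was 0.78 over the 21 glutathione genes, 19 of which were positive (limma camera, two-sided, adjusted p = 7.4e-10, raw value 1.3e-10). Over the 19 ferroptosis-response genes it was 0.95 with 15 positive (adjusted p = 1.0e-06, raw value 4.4e-07). The replicate block gave raw values of 2.1e-10 and 7.4e-07. A more positive response was called for 8 of the glutathione genes and for 9 of the ferroptosis-response genes, and a more negative one for *Slc11a2* among the latter. The adjusted p-value was under 0.05 for 16 glutathione genes over all tested genes and for 20 over the list, and for 16 and 18 ferroptosis-response genes.
The paper describes many of the ferroptosis-response genes upregulated in KO colonoids, similar to glutathione metabolism, as involved in the protective response against iron-induced oxidative damage. It sets them beside its qPCR of such genes and its cell cycle analysis, which were not analysed here, and proposes that HO-1 shields the epithelium by breaking heme down and that heme left in its absence sets off the compensatory response.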

To further assess iron-induced oxidative damage in response to heme, we performed flow cytometry for the lipid peroxidation byproduct 4-hydroxynonenal (4-HNE) in control and KO colonoids exposed to hemin. KO colonoids exhibited significantly reduced 4-HNE levels (median fluorescence intensity) and a reduced percentage of positive cells compared with controls (Figure 1M), suggesting that heme-iron released by HO-1 contributes to lipid peroxidation in colonic epithelial cells. These results reinforce the role of HO-1 in regulating oxidative stress responses and susceptibility to lipid damage. However, increased cell death in the KO colonoids points to nonoxidative injury, likely induced by ongoing heme stress.

### HO-1 expression is induced alongside glutathione and ferroptosis response pathways in murine and human colonic tissue and organoids.

Given the activation of glutathione metabolism and ferroptosis-response pathways in HO-1–deficient colonoids in response to heme (Figure 1), we examined whether similar stress responses are activated in colonic epithelial cells in response to induction of ferroptosis and inflammation. WT murine colonoids were exposed to erastin, a glutathione-depleting compound that induces oxidative stress and eventually ferroptosis by inhibiting the cystine/glutamate antiporter system X_C_^–^ encoded by *Slc7a11* and *Slc3a2* (16). There was a significant upregulation of ferroptosis-response and glutathione metabolism genes, along with increased *Hmox1* expression (Figure 2A). Similarly, human colonoids derived from biopsies from patients with UC exhibited higher baseline and erastin-induced expression of ferroptosis and glutathione metabolism genes compared with colonoids from healthy control biopsies (Figure 2, B and C). This includes *HMOX1*, suggesting that HO-1 is consistently upregulated in epithelial cells under proferroptotic conditions.

Lipid peroxidation has recently been identified as a feature of intestinal inflammation (17). We assessed the physiological relationship of HO-1 induction seen in DSS colitis (Figure 1) to markers of ROS-mediated lipid injury in vivo. During the course of DSS injury, we observed increased levels of 4-HNE (Figure 2, D and E), along with increased expression of well-reported marker genes, including *Ptgs2*, *Slc7a11*, and *Chac1* (Figure 2F) (18). Gene expression in UC biopsy tissue showed similar trends, with increased ferroptosis responsive genes such as *PTGS2* and *SLC7A11* (Figure 2G). We examined a publicly available Gene Expression Omnibus data set (GSE38713) that reported transcriptional patterns in colon tissue from healthy individuals and from patients with UC (30). A similar elevation of ferroptosis-linked gene expression was seen, particularly in actively inflamed tissue from patients with UC, similar to changes seen at the peak of DSS injury on day 7 (Supplemental Figure 2). In our own tissue samples from healthy individuals and those with UC, we detected increased expression of HO-1 protein consistent with prior studies in patients with UC (31–33), while *HMOX1* mRNA remained unchanged suggestive of posttranscriptional regulation (Figure 2, H and I). Together, these results demonstrate that HO-1 induction correlates with activation of glutathione metabolism pathways and intersects with the ferroptosis-response pathway in the context of experimental and disease-associated inflammation and oxidative stress.

### HO-1 and ferroptosis markers are upregulated in colonic tumors and correlate with lipid peroxidation.

Chronic colitis is a well-established risk factor for colorectal cancer, primarily due to persistent oxidative stress and cycles of epithelial injury and repair. Emerging evidence implicates lipid peroxidation in the pathogenesis of tumorigenesis (34). Developing tumors often exhibit enhanced resistance to oxidative stress, facilitated by upregulation of antioxidative pathways that support cancer stem cell survival and proliferation (35). Paradoxically, colorectal cancer cells also exhibit a heightened demand for iron to sustain metabolic activity and growth, despite the risk of iron-induced oxidative damage (20, 36).

To investigate the role of HO-1 in this context we employed the azoxymethane-DSS (AOM-DSS) model of CAC (Figure 3A), which models chronic epithelial injury leading to the development of colonic tumors (37). Using WT mice, we observed significantly increased expression of ferroptosis-response genes in the colon tumors, compared with adjacent uninvolved colon, including *Hmox1*, *Ptgs2*, and *Slc7a11* (Figure 3B). These findings suggest that the tumor microenvironment (TME) is characterized by elevated oxidative stress and lipid peroxidation.

To validate these transcriptional changes at the protein level, we performed quantitative multiplexed immunofluorescence using the PhenoImager HT platform. We observed significantly increased levels of PTGS2, 4-HNE, and HO-1 in tumor sections compared with matched nontumor colon tissue (Figure 3, C and D). Notably, 4-HNE levels strongly correlated with detection of HO-1 and PTGS2, reinforcing the link between HO-1 induction and oxidative lipid damage within the TME (Figure 3, E and F). Collectively, these data support increased lipid peroxidation in the TME while the consistent and strong association with HO-1 suggests it could be a biomarker of oxidative stress activity in colitis-associated tumors and warrants further investigation of a potential mechanistic role.

### Deletion of epithelial HO-1 reduces tumor burden and colitis-associated tumorigenesis.

Given the consistent upregulation of HO-1 in colonic tumors and its association with oxidative stress, we next investigated whether epithelial HO-1 plays a functional role in colitis-associated tumorigenesis. Using the AOM-DSS model, we compared tumor development in our control *Hmox1*^fl/fl^ mice and our *Hmox1*^ΔIEC^ mice during the course of chronic colitis. We observed similar weight loss, bleeding scores and fecal heme content between the 2 groups (Figure 4A and Supplemental Figure 3). However, *Hmox1*^ΔIEC^ mice developed significantly fewer colonic tumors compared with controls (Figure 4, B–D). Tumors in KO mice were predominantly located in the distal colon, consistent with known injury patterns in this model (Figure 4B and Supplemental Figure 4A) (23). Both adenomas and adenocarcinomas were observed (Figure 4C and Supplemental Figure 4B). Tumor burden, measured by total surface area and estimated volume, was significantly reduced in *Hmox1*^ΔIEC^ mice, and large tumors (>3 mm) were less frequent (Figure 4, E and F, and Supplemental Figure 4, C and D). The number of colonic tumors was similarly decreased in both male and female *Hmox1*^ΔIEC^ mice (Supplemental Figure 4E). Importantly, histologic injury scores during DSS colitis and at the endpoint were comparable between genotypes, indicating that reduced tumor burden was not due to differences in inflammation severity (Figure 4G and Supplemental Figure 3E).

To further explore the relationship between HO-1 and tumorigenesis, we analyzed *Hmox1* mRNA expression in colonic tissue and assessed its correlation with tumor burden across both control and KO mice. A strong positive correlation was observed between *Hmox1* expression and total tumor area and volume, supporting the hypothesis that elevated HO-1 may be associated with enhanced tumor growth (Figure 4H). Notably, *Hmox1* expression levels in KO mice were not uniformly the lowest, likely reflecting contributions from nonepithelial cell types such as immune or stromal cells, suggesting further complexity in cell type–specific roles for HO-1 in tumorigenesis.

Collectively, these results provide functional evidence that epithelial HO-1 influences tumor development in CAC. Given prior findings linking HO-1 to regulation of oxidative stress responses, we next examined the consequences of HO-1 deletion on oxidative damage within the TME.

### Epithelial HO-1 regulates iron availability and tumor epithelial transcriptional adaptation to oxidative stress.

To investigate the impact of epithelial HO-1 deletion on oxidative stress and its influence on tumor epithelial proliferation in our CAC model, we stained for 8-hydroxy-2′-deoxyguanosine (8-OHdG), which measures oxidative DNA damage, and Ki-67, a marker of proliferation, alongside DAPI and EPCAM. Tumors from KO mice exhibited significantly reduced 8-OHdG staining compared with controls (Figure 5, A and B). Interestingly, this reduction was also observed in adjacent nontumor colonic tissue (Figure 5C), suggesting that epithelial HO-1 contributes to oxidative DNA damage in chronically inflamed and neoplastic tissue. Ki-67 staining revealed a modest, nonsignificant reduction in the percentage of proliferating cells in KO tumors (Figure 5D). However, Ki-67 expression levels, as measured by H-score, were significantly lower in *Hmox1*^ΔIEC^ tumors (Figure 5E), indicating reduced proliferative activity. These findings support a role for epithelial HO-1 in promoting tumor cell proliferation in CAC, possibly by regulating oxidative stress and damage to DNA.

To explore the relationship between HO-1 deletion and lipid peroxidation, we quantified 4-HNE staining in tumor sections. Representative images and H-score analysis of whole tumors and EPCAM^+^ epithelial cells showed significantly reduced 4-HNE staining in tumors from *Hmox1*^ΔIEC^ mice compared with controls (Figure 5, F and G). A previous study demonstrated that overexpression of HO-1 in a colorectal cancer cell line increases the labile iron pool and promotes lipid peroxidation (38). We therefore measured tumor iron content to determine whether loss of epithelial HO-1 influences lipid peroxidation via regulation of iron levels. We measured significantly decreased iron in tumors from *Hmox1*^ΔIEC^ mice (Figure 5H), consistent with expectations that impaired heme catabolism can reduce labile iron levels and influence iron-dependent oxidative damage. Paradoxically, when tumor 4-HNE staining was normalized to average (mean) iron content by strain, KO tumors showed significantly higher 4-HNE per unit iron (Figure 5I), suggesting increased iron-independent oxidative lipid damage. This could reflect oxidative damage driven by uncatabolized heme, rather than free iron, consistent with known oxidative and nonoxidative mechanisms of heme toxicity (22, 39).

As colonic tumors grow, increased and often dysregulated vascularity can lead to microhemorrhages and cell death, resulting in elevated levels of heme, hemoglobin, and hemeproteins (40). To further validate the influence of epithelial HO-1 in regulating tumor epithelial responses to heme within the TME, as a proof of concept, we developed tumor epithelium cell-derived organoids (tumoroids) from 2 control (*Hmox1*^fl/fl^) mice and 1 KO (*Hmox1*^ΔIEC^) mouse. After exposure to hemin, control tumoroids demonstrated significantly elevated 4-HNE levels compared with vehicle-treated controls, consistent with HO-1–mediated iron release causing lipid peroxidation (Figure 5J). In contrast, KO tumoroids showed no increase in 4-HNE after exposure to hemin (Figure 5J), supporting a requirement for HO-1 in hemin-induced lipid peroxidation in tumor epithelial cells. These results reinforce the role of HO-1 in shaping epithelial oxidative stress responses in the TME.

### Single-cell transcriptomic profiling reveals stress-adaptive epithelial responses.

Given the potential for noncatabolized heme to induce cellular stress independent of iron, we further explored how loss of HO-1 influences epithelial cell stress responses within the TME by performing single-cell RNA sequencing (scRNA-seq). Pooled tumors from *Hmox1*^fl/fl^ and *Hmox1*^ΔIEC^ mice >2 mm in diameter were enzymatically dissociated, and live cells were sorted for sequencing using the 10X Genomics platform (Figure 6A). After quality control, library normalization, and dimensionality reduction, approximately 24,000 cells were coembedded in UMAP space (Figure 6B). Unsupervised clustering initially identified 18 distinct populations, which were annotated using a combination of canonical marker genes (e.g., T cells, *CD3e*; B cells, *CD79a*; tumor epithelial cells, *Epcam*; neutrophils, *Cxcr2*; monocyte/macrophages: *Fcgr1*; mast cells, *Fcer1a*) and guidance from prior scRNA-seq datasets from AOM-DSS and murine intestine (Figure 6C and Supplemental Figure 5) (41–43). Both genotypes exhibited similar cellular composition, including tumor epithelial cells and diverse leukocyte populations (Figure 6B).

Analysis of the *Epcam*^+^ tumor epithelial cell cluster (Figure 6D) revealed distinct transcriptional programs between genotypes (Figure 6E). In KO epithelial cells, a reactive and stress-adaptive phenotype was observed, marked by oxidative stress responses, heightened inflammation, cell cycle regulation, and stress-induced programmed cell death. This profile is driven by a robust oxidative stress response, with increased expression of genes involved in ROS generation (*Duox2*, *Duoxa2*, *Nos2*) and redox buffering/detoxification (*Txnrd1*, *Gsto1*, *Aldh1a3*, *Slc7a11*, *Prdx6*, *Oxr1*, *Dnajb9*), consistent with efforts to mitigate oxidative damage and maintain cellular homeostasis. This transcriptional shift is consistent with an adaptive response to toxicity from uncatabolized heme and aligns with the stress-adaptive phenotype observed in vitro (22). In line with this, genes regulating cell cycle arrest and apoptosis (*Cdkn1a*, *Ccnb1ip1*, *Gadd45b*, *Btg1*, *Pmaip1*, *Gsdmd*, *Dusp1*) were elevated, reflecting a tightly controlled response to cellular stress. Elevated expression of genes involved in proinflammatory and immune responses (*Saa1*, *Cxcl5*, *Ccl3*, *Il1a*, *Il1b*, *Ptgs2*) was also observed. Genes associated with epithelial injury and repair (*Dmbt1*, *Lypd8*, *Clca3b*, *Clca4b*, *Plat*, *Anxa1*, *Tnfaip2*, *Krt20*, *Krt23*, *Cldn4*, *Cdhr5*) were also upregulated, suggesting active tissue repair/remodeling.

In contrast, control epithelial cells exhibited a transcriptional profile consistent with a more aggressive, proliferative, and invasive TME. These cells upregulated genes linked to iron metabolism and metastatic potential (*Lcn2*), epithelial remodeling and invasion (*Tgfbi, Spp1, Agr2, Fn1, Vim*), and general antioxidant defense (*Prdx5, Msra, Hspd1*). Elevated expression of proliferation markers such as *Mki67, Hsp90aa1, Tuba1b* and *Hist1h4c* aligns with increased Ki-67 staining, supporting a more proliferative tumor phenotype.

## Discussion

Colitis-associated colorectal cancer arises in the context of chronic mucosal inflammation, epithelial injury, and hemorrhage, which together create a prooxidant microenvironment rich in luminal heme. While epithelial HO-1 is traditionally viewed as cytoprotective, our findings reveal a context-dependent role in tumorigenesis. Specifically, epithelial HO-1 protects against *acute* heme toxicity (8, 12) but paradoxically promotes tumor growth in *chronic* inflammation by increasing intracellular iron availability and amplifying oxidative damage.

Our data demonstrate that HO-1 is consistently upregulated in colonic epithelium during active colitis and in tumors, correlating with measures of oxidative stress (31–34). Beyond mechanisms driven by iron released through HO-1–mediated catabolism, intact heme itself can exert cytotoxic effects through multiple pathways. These include intercalating into lipid membranes, proteasome inhibition, disrupting membrane integrity, generating ROS without iron release, and damaging intracellular organelles via both oxidative and nonoxidative mechanisms (22, 39, 44). These alternative modes of heme-induced injury may be particularly relevant in the absence of HO-1, which normally facilitates heme detoxification through catabolism and iron sequestration. The cytoprotective role of HO-1 under acute heme stress was evident in our colonoid experiments where heme exposure to HO-1–deficient colonoids led to increased cell death, cell cycle arrest, and a robust stress-adaptive transcriptional response designed to compensate for lost antioxidative and detoxification function (8, 28, 29). In chronically inflamed colonic epithelium of *Hmox1*^ΔIEC^ mice this compensatory response, along with regulation of iron availability, may influence tumor initiation by reducing oxidative DNA damage. In line with this, in *Hmox1*^ΔIEC^ mice, we observed a significant reduction in tumor number and size, despite comparable levels of colitis-induced injury. This suggests that epithelial HO-1 contributes directly to tumorigenesis, independent of inflammation severity, in contrast to many studies on CAC (37). Mechanistically, HO-1 deletion led to reduced oxidative DNA damage (8-OHdG), diminished 4-HNE accumulation as a product of lipid oxidation, and lower iron levels in tumors (34, 38). These findings also support a model in which epithelial HO-1–mediated heme catabolism augments tumor growth by increasing bioavailable iron and driving proliferation, despite fueling oxidative stress and damage (13, 20, 21). Iron promotes tumor growth by supporting nucleotide metabolism and proliferation (20, 21), positioning HO-1 as a key upstream regulator of iron-dependent metabolic reprogramming in the TME. In its absence, reduced iron availability and the compensatory stress response may jointly suppress tumor progression. Interestingly, when 4-HNE was normalized to iron content, KO tumors exhibited higher 4-HNE per unit iron. This suggests a less potent source of oxidative damage, independent of free iron, likely due to uncatabolized heme (22).

scRNA-seq revealed that tumor epithelial cells from *Hmox1*^ΔIEC^ mice adopt a stress-adaptive transcriptional program characterized by upregulation of redox buffering, cell cycle arrest, and programmed cell death pathways. This stress-adaptive phenotype, likely driven by persistent heme toxicity, may suppress tumor progression by limiting proliferation and promoting repair. In contrast, control tumor epithelial cells exhibited a more proliferative and invasive phenotype, with elevated expression of iron metabolism genes and markers of epithelial-mesenchymal transition. These transcriptional differences mirror the histologic and molecular phenotypes, reinforcing HO-1’s role in promoting a proliferative tumor cell state.

Our findings contribute to the growing literature on iron-dependent oxidative stress and lipid peroxidation in gastrointestinal cancers. Ferroptosis, driven by iron-dependent lipid peroxidation, represents one potential outcome of dysregulated iron metabolism, and HO-1 has been reported to both promote and suppress ferroptosis, depending on cellular context and iron availability (45–50). However, our data primarily support a contextual role for HO-1 in regulating oxidative damage and proliferation through regulation of iron availability. In colonic epithelial cells exposed to heme, HO-1 appears protective, limiting cell death and oxidative damage (8, 29). However, in the TME, HO-1 may facilitate iron accumulation and oxidative stress, promoting proliferation and tumor progression (20, 38). This duality has important implications. Therapeutic strategies targeting HO-1 or iron metabolism must consider the temporal and spatial context of HO-1 activity. Inhibiting HO-1 may sensitize tumor cells to ferroptosis or constrain proliferation by limiting iron availability but could also impair epithelial resilience to acute heme stress (51). Conversely, enhancing HO-1 activity may protect against inflammation-induced damage but risk promoting tumorigenesis in chronic disease.

In summary, our study identifies epithelial HO-1 as a key regulator of iron metabolism, oxidative stress, and tumor epithelial cell adaptation in CAC. The apparent context-dependent function of HO-1, cytoprotection in acute injury but tumor promotion in chronic inflammation, highlights its complex role in colonic epithelial homeostasis and neoplasia. Future studies could further explore the therapeutic implications of manipulating epithelial HO-1 and lipid peroxidation in other models of inflammatory bowel disease and colorectal cancer.

## Methods

### Sex as a biological variable

Our study examined male and female mice, and similar findings are reported for both sexes.

### DSS colitis versus AOM-DSS colitis

C57BL/6J WT mice were used where indicated and C57BL/6 *Hmox1*^fl/fl^ mice were provided by H.B. Suliman, Duke University, Durham, North Carolina (52). *Hmox1*^ΔIEC^ mice were made by crossing *Hmox1*^fl/fl^ mice with B6.Cg-Tg(Vil1-cre)1000Gum/J mice expressing Cre recombinase in villus and crypt epithelial cells of the small and large intestines (JAX, 021504) (53). Littermate controls were used for all colitis experiments. We used age-matched male and female mice starting between age 7 and 14 weeks. For colitis experiments, mice were given 2.5% colitis-grade DSS (MP Biomedical) in drinking water, changed every 2 days, for 5 days and were then sacrificed at day 7 where indicated. For the CAC model, a single dose of AOM at 10 mg/kg of body weight was administered intraperitoneally on day 0, and 5 days later, mice underwent 3 rounds of 5 days of 2.5% DSS in drinking water, followed by 14 days of tap water, with the final period of tap water extended to 30 days (Figure 3A). Mice were sacrificed on day 80. Disease activity components were measured blindly (weight change, stool consistency, and hematochezia scores; scale 0–3) and an index was computed by summing the scores (maximum score of 9). At experiment end, colons were excised, cleaned, the lumen was then exposed, and photos were taken with ruler or calipers for measurements of the tumors. Final tumor measurements (e.g., area) were calculated using ImageJ (NIH) (54). Colons were fixed, embedded, and processed for histology. H&E-stained tissue was scored by a histopathologist blinded to the treatments and groupings of animals using described methods (23).

### IEC/leukocyte isolation and flow cytometry

Isolation of tumor cells and intestinal epithelial cells was performed as previously described (55). Modifications include retention of the dissociated epithelial fraction where necessary for FACS and measurement of *Hmox1* expression. We performed flow cytometry as previously described (55). Dead cells were stained and excluded using BioLegend 7AAD viability staining solution or Zombie Aqua dye prior to flow cytometry or FACS. Anti-4-HNE (R&D Systems, MAB3249) was used with an AF647 secondary antibody (Invitrogen) to detect lipid peroxidation via flow cytometry, which was validated using H_2_O_2_ as a positive control. Other anti-mouse antibodies were purchased from BioLegend or Thermo Fisher Scientific: CD45 (30-F11) and EpCAM (G8.8). Flow cytometry was performed on a FACSCanto II (Becton Dickinson) or a BD FACSAria Fusion, and resulting data were analyzed with De Novo’s FCS Express 7 software.

### Cell culture

Epithelial cells were harvested from 8- to 12-week-old *Hmox1*^fl/fl^ and *Hmox1*^ΔIEC^ mouse colons or tumors and processed as previously described to make colonoids (56). Tumor-derived organoids were made from pooled tumors from 2 control mice separately and 1 KO mouse. Data are representative of 2–3 independent experiments with identical results. Human colonic epithelial organoids were obtained by biopsy via colonoscopy. Organoids were maintained in L-WRN cell-conditioned enteroid media (DMEM/F12 supplemented with 1% Pen/Strep, 1% glutamax, 10% FBS, and with ROCK inhibitor Y-27632) in a humidified atmosphere with 5% CO_2_ at 37°C. Organoids were cultured for 7–10 days, passaged, and used typically 48 hours after plating. Organoids were also frozen and used after successful thawing. Hemin was purchased from Sigma-Aldrich. Erastin was purchased from MedChemExpress.

### Reverse transcription quantitative PCR and mRNA sequencing

RNA was isolated from snap-frozen tissue samples or cells using Trizol (Invitrogen) or Qiagen RNeasy Mini kit, respectively, with the addition of the gDNA-eliminator columns as per the manufacturers’ protocol. First-strand complementary DNA synthesis was performed using iScript reverse transcription super-mix from Bio-Rad. Real-time quantitative PCR (qPCR) was performed in technical duplicates using SYBR green on Applied Biosystems QuantStudio 5 Real-Time PCR System. Due to variability in transcript detection across samples, the number of biological replicates included in an analysis may differ by gene. β-Actin (*Actb*) was used as the reference gene and results are reported as ΔCt, which is the Ct of the target gene subtracted from the Ct of the reference gene (higher ΔCt values = higher expression relative to the reference gene). Primer sets were purchased from Sigma-Aldrich’s KiCqStart line. Preparation of mRNA library, sequencing, and bioinformatic analysis was conducted by Novogene Corporation Inc.

### Heme quantification assay

Total heme was measured using an established protocol with minor adaptations (57).

### Intracellular iron quantification

Organoids were suspended and lysed in RIPA buffer. The Pierce BCA Protein Assay Kit was used to obtain total protein concentration of organoids. The Iron Assay Kit (Colorimetric) from Novus Biologicals was used to measure total iron content. Organoid lysate was substituted for tissue homogenate in the manufacturer’s protocol. Both the BCA and Iron assay were measured using a BioTek Synergy H1 microplate reader. Results were analyzed using Microsoft Excel.

### Quantitative multiplexed immunofluorescence

Through our collaboration with the Human Immune Monitoring Shared Resource at the University of Colorado School of Medicine, we performed multispectral imaging using the PhenoImager HT instrument (formerly Vectra Polaris, Akoya Biosciences). Deparaffinized FFPE tissue sections were heat treated in antigen retrieval buffer, blocked, and incubated with various primary antibodies, including HO-1 (Abcam, ab189491; 1:1,000; pH9), PTGS2 (Cell Marque; 1:50; pH6), 4-HNE (Abcam, ab46545; 1:100; pH6), 8-OHdG (BioSS, bs-1278R; 1:300; pH9), Ki67 (SP6, 1:400; pH6), and EPCAM (1:200; pH6), followed by horseradish peroxidase–conjugated secondary antibody polymer and HRP-reactive OPAL fluorescent reagents. Slides were stripped between each stain with heat treatment in antigen retrieval buffer. Whole slides were imaged with PhenoImager HT v2.0.0, ×20 objective, 0.5-micron resolution. Images were then analyzed using inForm software v3.0 (Akoya Biosciences).

### Western blot

Total protein content was obtained using the Pierce BCA Protein Assay Kit. 10% Mini-PROTEAN TGX Precast Protein Gel from Bio-Rad was used to separate proteins in 10% SDS-PAGE. Using the Trans-Blot Turbo RTA Midi 0.2 μm PVDF Transfer Kit from Bio-Rad, proteins were transferred onto membranes in the kit. Membranes were blocked with 5% nonfat milk blocking buffer and then incubated overnight at 4°C with primary antibody 4-HNE (1:1,000) from Abcam. The control used was β-tubulin (Sigma-Aldrich, T4026). Then, blots were stained with secondary antibody. Protein bands were enhanced using Clarity Western ECL Substrate from Bio-Rad and analyzed using Bio-Rad ChemiDoc MP Imaging System.

### Human colonic biopsy tissue

Patient colon biopsy samples were collected during colonoscopy and made available as part of a biobank repository at the University of Colorado Anschutz Medical Campus Crohn’s and Colitis Center with Colorado Multiple Institutional Review Board approval. ELISA for HO-1 was performed using a human HO-1 DuoSet IC kit from R&D Systems, and total protein was assessed using a Pierce BCA Protein Assay Kit.

### NCBI Gene Expression Omnibus

In data set GSE38713, colonic gene expression in patients with UC and individuals acting as noninflammatory controls was assayed using Affymetrix GeneChip high-density oligonucleotide HGU133 Plus 2.0 microarrays (30). Initial analysis was performed using GEO2R with log_2_ transformation, and *P* values were adjusted using the Benjamini and Hochberg FDR method (58). Only probe sets that represent a single gene (labeled as *_at) were used.

### scRNA-seq

Pooled tumors from each of 2 *Hmox1*^fl/fl^ and 2 *Hmox1*^ΔIEC^ mice were used. Cells were enzymatically dissociated, and total live cells were recovered by FACS (55). Cell capture, sequencing, and library construction were performed with the assistance of the University of Colorado Genomics Shared Resource (Next GEM 3′ Gene Expression v3, 10X Genomics).

#### Processing.

Processing and statistical analyses were performed in R version 4.2. (59) and Seurat version 4.3.0 (60). Seurat defaults were used unless otherwise noted. The data were restricted to features with at least 3 detected cells, and low-quality cells with more than 15% mitochondrial genes or less than 300 genes were filtered out. The DoubletFinder package version 2.0.3 (61) was then used to remove multiplets. This yielded 23,698 high-quality cells across all of the samples.

Library size normalization was performed with NormalizeData, and the top 2000 highly variable genes were identified with the FindVariableFeatures variance stabilizing transformation method. Features that were repeatedly variable across datasets were then used as anchors to create an integrated dataset across samples with the FindIntegrationAnchors and IntegrateData functions. Dimensionality reduction was performed for visualization; the integrated data were scaled and centered with ScaleData, and principal component analysis was performed with RunPCA to reduce the data to 30 principal components (PCs). RunUMAP was then run on the PCs.

#### Unsupervised clustering and annotation.

The FindClusters algorithm was run on the PCs with a resolution of 0.45 to identify clusters in the overall cell population. Subclustering of epithelial (resolution = 0.038) cell populations was analogously performed. The DimPlot function was then used to create UMAPs stratified by treatment group. Positive conserved cell-type markers were identified using the FindAllMarkers function with minimum detection and log_2_-fold change thresholds set to 25% and Bonferroni-adjusted *P* ≤ 0.05. The markers were used to perform manual annotation and to merge and split clusters when appropriate. The marker genes were sorted by the log_2_-fold change multiplied by the difference in percentage of cells expressed between the cluster and all other cells. The top marker genes were then visualized with Dotplots (ggplot2 package version 3.4.0, ref. 62), feature plots (FeaturePlot), and heatmaps (ComplexHeatmap package version 2.12.1, ref. 63).

#### Gene ontology enrichment analysis of epithelial cell populations.

Epithelial subpopulation differentially expressed genes (DEGs) between *Hmox1*^fl/fl^ and *Hmox1*^ΔIEC^ mice were identified using the FindAllMarkers MAST Hurdle Approach (64) and previously described thresholds (see above). Genes were considered differentially expressed if Bonferroni-adjusted significance was less than 0.05. DEGs were then analyzed to determine whether they were enriched relative to all genes in the dataset. Genes were first annotated to Gene ontology terms with the biomaRt R package (65), and genes without annotations were eliminated.

### Statistics

Unless otherwise stated, statistical significance of comparisons was performed using Prism version 9.5 and 10 (GraphPad Software). We used unpaired two-tailed Student’s *t* tests for two groups with correction for multiple comparisons using the Holm-Šidák method, or ANOVA for multiple groups followed by Bonferroni or Dunnett’s post hoc test. Error bars reflect SEM unless otherwise stated. Results were considered statistically significant if *P* < 0.05.

### Study approval

All animal studies were performed in accordance with protocols approved by the University of Colorado Anschutz Medical Campus and Rocky Mountain Regional VAMC Institutional Animal Care and Use Committees. Patient colon biopsy samples were collected during colonoscopy and made available as part of a biobank repository at the University of Colorado Anschutz Medical Campus Crohn’s and Colitis Center with Colorado Multiple Institutional Review Board approval.

### Data availability

All data and methods supporting the findings of this study are available within the paper and its supplemental materials. The bulk RNA-seq data are available under GEO GSE312912. The single-cell RNA-seq data are available under GEO GSE312733. Underlying data for the figures are available in the Supporting Data Values file. Data are also available upon request.

## Author contributions

The study was designed and supervised by JCO with the support of SPC. RCC and JCC performed most of the experiments/data acquisition, with contributions from GB, REMS, FM, LZ, JCO, RMN, CHTH, CAS, MEG, and IMC. JCO and AWS (bioinformatics) performed data analysis and visualization with contributions from DJO, RCC, GB, and SMA. Resources and funding were provided by JCO and SPC, with contributions from CHTH, ALT, CAS, and MEG. JCO, RCC, JCC, RMN, CHTH, GB, FM, LZ, and REMS contributed to methodology. Important intellectual contributions were provided by SPC, SMA, and IMC. The original manuscript was written by JCO with contributions from RCC, JCC, and AWS. Review and editing of the manuscript was by SPC, SMA, JCO, CHTH, AWS, DJO, RCC, ALT, and IMC, with input from all coauthors. RCC and JCC contributed equally and share co–first authorship. The order of appearance was determined by their chronological involvement with the project.

## Funding support

This work is the result of NIH funding, in whole or in part, and is subject to the NIH Public Access Policy. Through acceptance of this federal funding, the NIH has been given a right to make the work publicly available in PubMed Central.

- US Department of Veterans Affairs BLR&D Service Career Development Award (BX003865 to JCO).
- University of Colorado GI and Liver Innate Immune Program pilot award (to JCO).
- Merit Reviews from the US Department of Veterans Affairs BLR&D Service (BX002182 to SPC and BX005288 to ALT).
- NIH R01 DK50189 (to SPC).
- Genomics Shared Resource/Cancer Center Support Grant (P30CA046934).

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
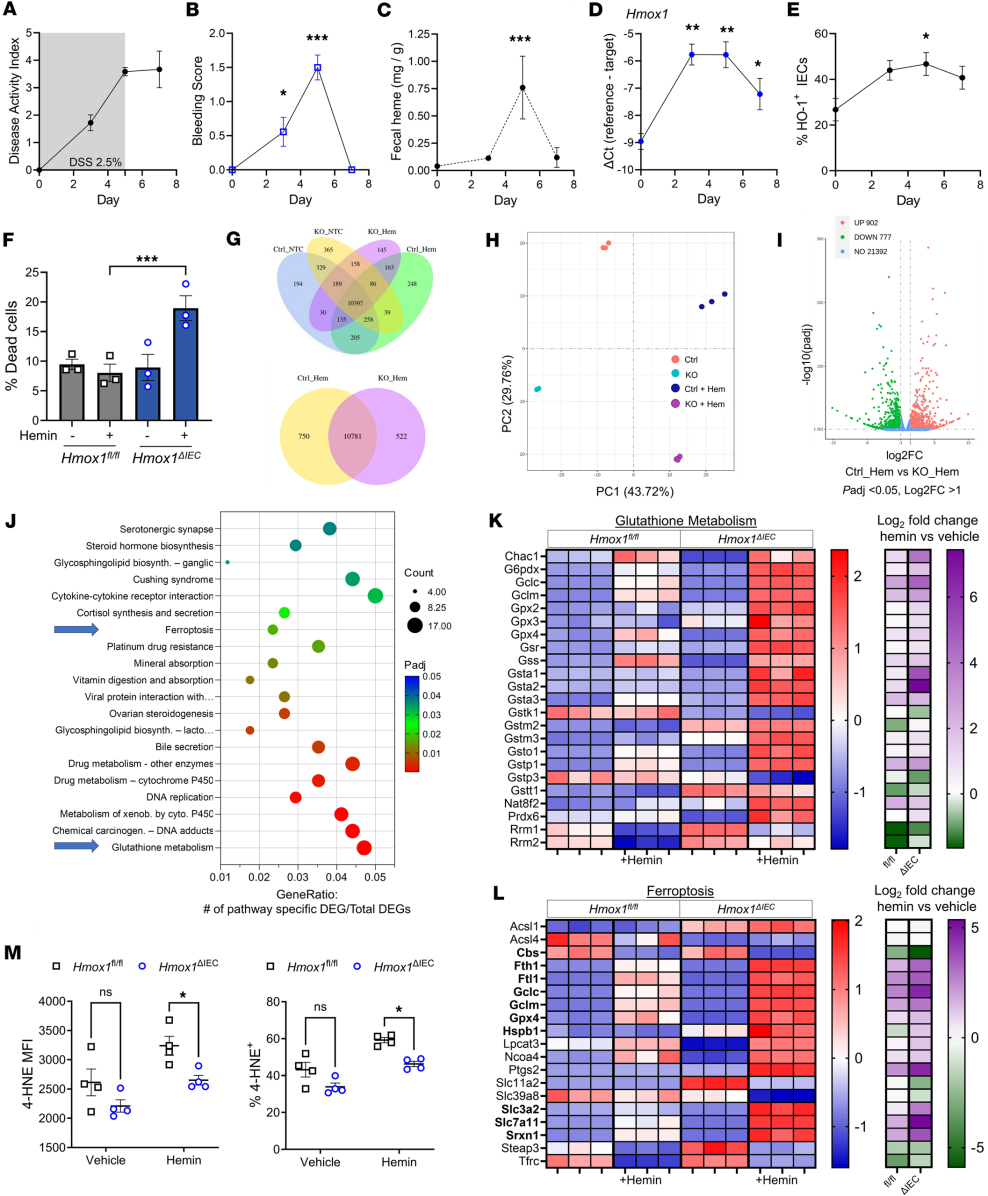
Influence of HO-1 on heme-linked stress responses in colonic epithelial cells. WT mice were given DSS 2.5% in their drinking water for 5 days with daily monitoring up to 2 days after DSS was removed (*n* = 3–9 per time point). (**A**) Disease activity index (DAI; weight, stool blood, and diarrhea). (**B**) Bleeding component of DAI. (**C**) Fecal heme quantification during DSS injury (*n* = 4–12 per group). (**D**) Whole colon mRNA expression of *Hmox1* by RT-qPCR (*n* = 3–10 per group). (**E**) HO-1 detection by flow cytometry, as a percentage of total IECs (*n* = 3 per group). (**F**) Colonic epithelial organoids (colonoids) were derived from healthy *Hmox1*^fl/fl^ and *Hmox1*^ΔIEC^ epithelial stem cells. After exposure to hemin (200 μM) for 24 hours, colonoid cell death was assessed by flow cytometry (7-AAD). (**G**) Venn diagrams of differentially expressed gene (DEG) patterns in KO and control colonoids in response to hemin, as measured by RNA sequencing. (**H**) Principal component analysis 2D plot of colonoid groups. (**I**) Volcano plot of differentially expressed genes (up, increased expression in control colonoids; down, decreased expression in control colonoids; no, no change in expression). Values show the number of DEGs in each group. (**J**) KEGG enrichment analysis showing the top 20 significant upregulated pathways in the KO colonoids treated with hemin (Benjamini and Hochberg FDR correction). Blue arrows highlight key related pathways, examined in more detail in **K** and **L**. (**K** and **L**) *Z*-score of DEGs from RNA seq of control and KO colonoids. Log_2_ fold change of comparison between vehicle- and hemin-treated groups by cell type. (**L**) Bolded genes are typically protective against ferroptosis. (**M**) Colonoids were exposed to 100 μM hemin for 24 hours, and median fluorescence intensity (MFI) and the percentage 4-HNE^+^ cells were determined using flow cytometry. Data are shown as the mean ± SEM. *P < 0.05, **P < 0.01, and ***P < 0.001, by unpaired, Student’s *t* tests (**M**) or 1-way ANOVA for multiple comparisons (**B**–**F**) (e.g., compared with day 0 or normal colon).

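With a mean FPKM above 1 over the 3 libraries of a group taken as expressed, 11737 genes were expressed in control colonoids with vehicle and 11531 in controls with hemin. The numbers were 11821 and 11303 in the colonoids labelled KO. All 4 groups shared 10397 of these genes. Expressed in a single group were 194 genes in controls with vehicle, 248 in controls with hemin, 365 in colonoids labelled KO with vehicle and 145 in those with hemin. The hemin-treated groups shared 10781 genes, with 750 expressed only in controls and 522 only in colonoids labelled KO. Such counts of expressed genes are not tests of a difference. With a mean above 0.5, 11648 genes were shared by all 4 groups, and 9832 were above 1 in every library.
In the principal component analysis of log2(FPKM + 1), PC1 held 46.4% of the variance, PC2 31.7% and PC3 7.31%. PC1 followed hemin, with means of −17.9 ± 1.38 (SD, n = 3) in controls with vehicle, 40.8 ± 4.84 in controls with hemin, −50.5 ± 0.696 in colonoids labelled KO with vehicle and 27.7 ± 0.537 in those with hemin. PC2 separated the labelled genotypes, with means of −36.0 ± 0.930 and −21.2 ± 2.52 in controls with vehicle and hemin, and 17.3 ± 0.331 and 39.9 ± 1.12 in colonoids labelled KO. The gaps between group means on both components exceeded the spread between replicates.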

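The response to hemin, as the log2 fold change from vehicle to hemin within each genotype, was compared for the 37 tested genes of Figure 1K and Figure 1L. It was more positive in the colonoids labelled KO for 31 of them and less positive for 6, namely *Slc11a2*, *Gstp3*, *Gstk1*, *Slc39a8*, *Steap3* and *Cbs*. With TPM *Acsl1* joined these, with an interaction of −0.055. *Gclc* rose in both genotypes, by 2.66 in controls and 4.61 in colonoids labelled KO. *Ptgs2* rose by 0.49 and 3.23, and *Chac1* by 1.14 and 3.45. The size of the *Ptgs2* rise, above all in controls, depended on the pseudocount. It was 1.63 and 4.39 with a pseudocount of 0.1, and 2.26 and 4.61 with limma-voom. *Chac1* was also lower under vehicle in colonoids labelled KO (−2.37), and with hemin its levels did not differ between the genotypes (adjusted p = 0.83 from limma).
Not every positive interaction was a rise. *Tfrc*, which encodes the transferrin receptor, fell by 3.28 with hemin in controls and by 1.56 in colonoids labelled KO. *Rrm2* changed by −1.54 and −0.30. *Slc11a2*, an iron transporter gene, changed by −0.24 in controls and −2.65 in colonoids labelled KO, an interaction of −2.41. Under vehicle its FPKM was 109 ± 4.36 (SD, n = 3) in colonoids labelled KO and 7.33 ± 0.392 in controls, so its fall with hemin started from a higher level.

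**Figure D2:**
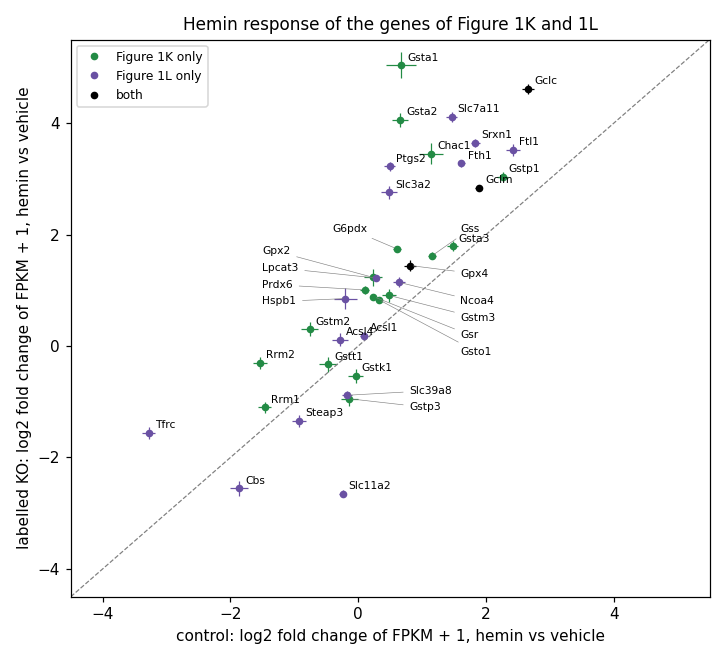
Log2 fold change of FPKM + 1 from vehicle to hemin for each tested gene of Figure 1K and Figure 1L, in control colonoids (horizontal) and in colonoids labelled KO (vertical), with bars of 1 standard error from limma and the line of equal response dashed. Above the line lie 31 of the 37 genes, and *Acsl1* would move below it with TPM.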

**Figure 2:**
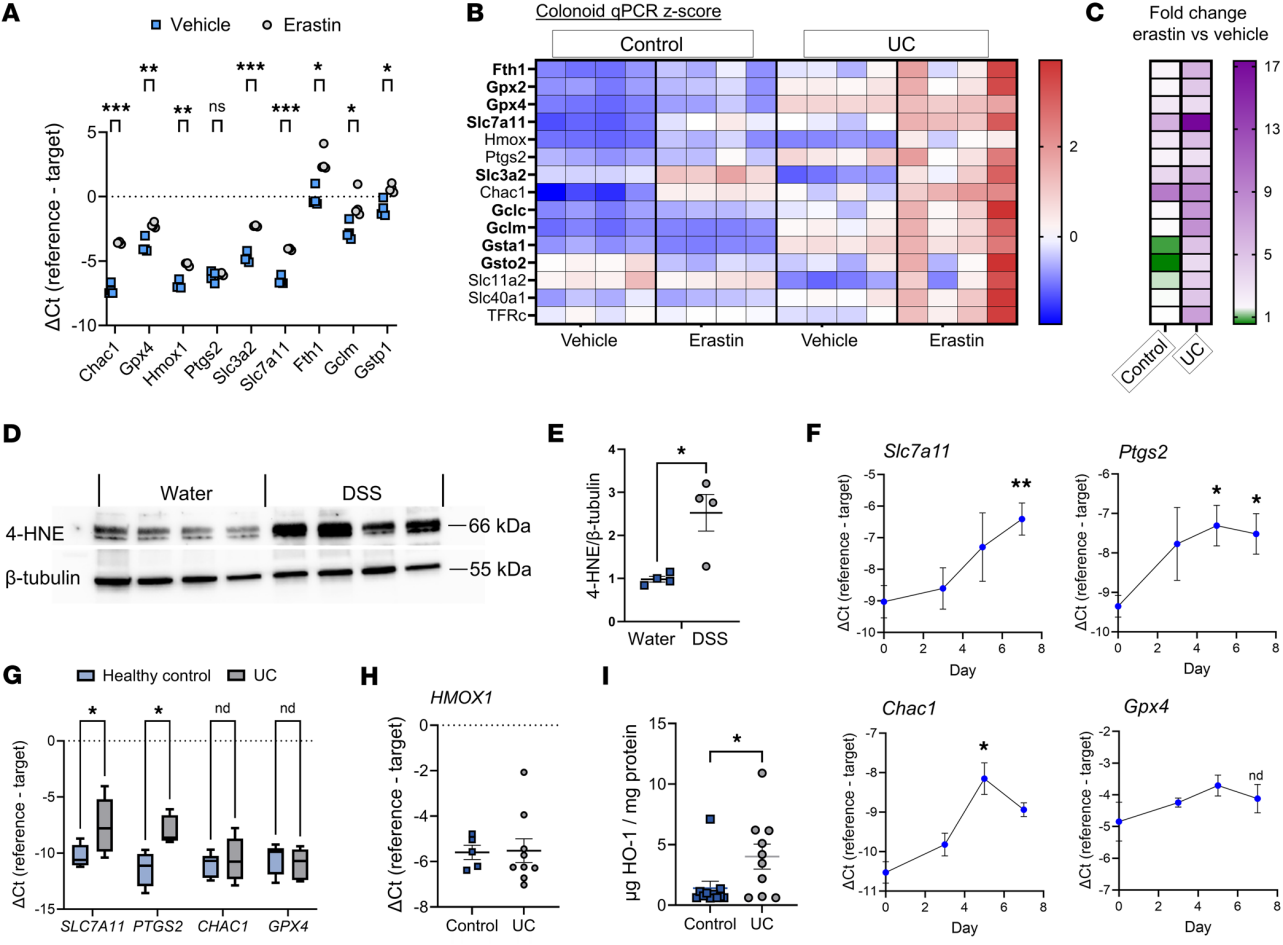
HO-1 is induced alongside genes associated with ferroptosis and antioxidant responses in murine and human colonic tissue and organoids. (**A**) Murine colonoid mRNA expression by RT-qPCR after exposure to vehicle or erastin (20 μM) for 24 hours. (**B**) *Z*-score of gene expression in healthy human vs. UC-derived colonoid by RT-qPCR after exposure to vehicle or erastin (20 μM) for 24 hours Genes associated with ferroptosis and antioxidant responses are shown in bold. (**C**) Log_2_ fold change reflects comparison between erastin- and vehicle-treated groups within each cell type only. (**D** and **E**) WT mice were given DSS 2.5% in their drinking water for 5 days, and colonic tissue was collected and analyzed by Western blot for ferroptosis marker 4-HNE compared with mice only given drinking water alone. Levels of 4-HNE were calculated relative to β-tubulin (*n* = 4). (**F**) Whole colon mRNA expression by RT-qPCR of tissue from WT mice that were given DSS 2.5% in their drinking water for 5 days followed by drinking water alone for 2 days after DSS was removed (*n* = 3–4 mice per time point). (**G**) Human colonic biopsy tissue mRNA expression by RT-qPCR (*n* = 4–6 control, 7–9 UC). (**H**) *HMOX*1 mRNA from human colonic biopsy tissue. (**I**) Human colonic biopsy tissue HO-1 assessed by ELISA of tissue homogenates relative to total protein. Data are shown as the mean ± SEM. *P < 0.05, **P < 0.01, and ****P < 0.0001 by unpaired Student’s *t* test (**A**, **E** and **G**–**I**) and multiple *t* test for 2 groups and ANOVA (**F**) for 3 or more groups with correction for multiple comparisons.

**Figure 3:**
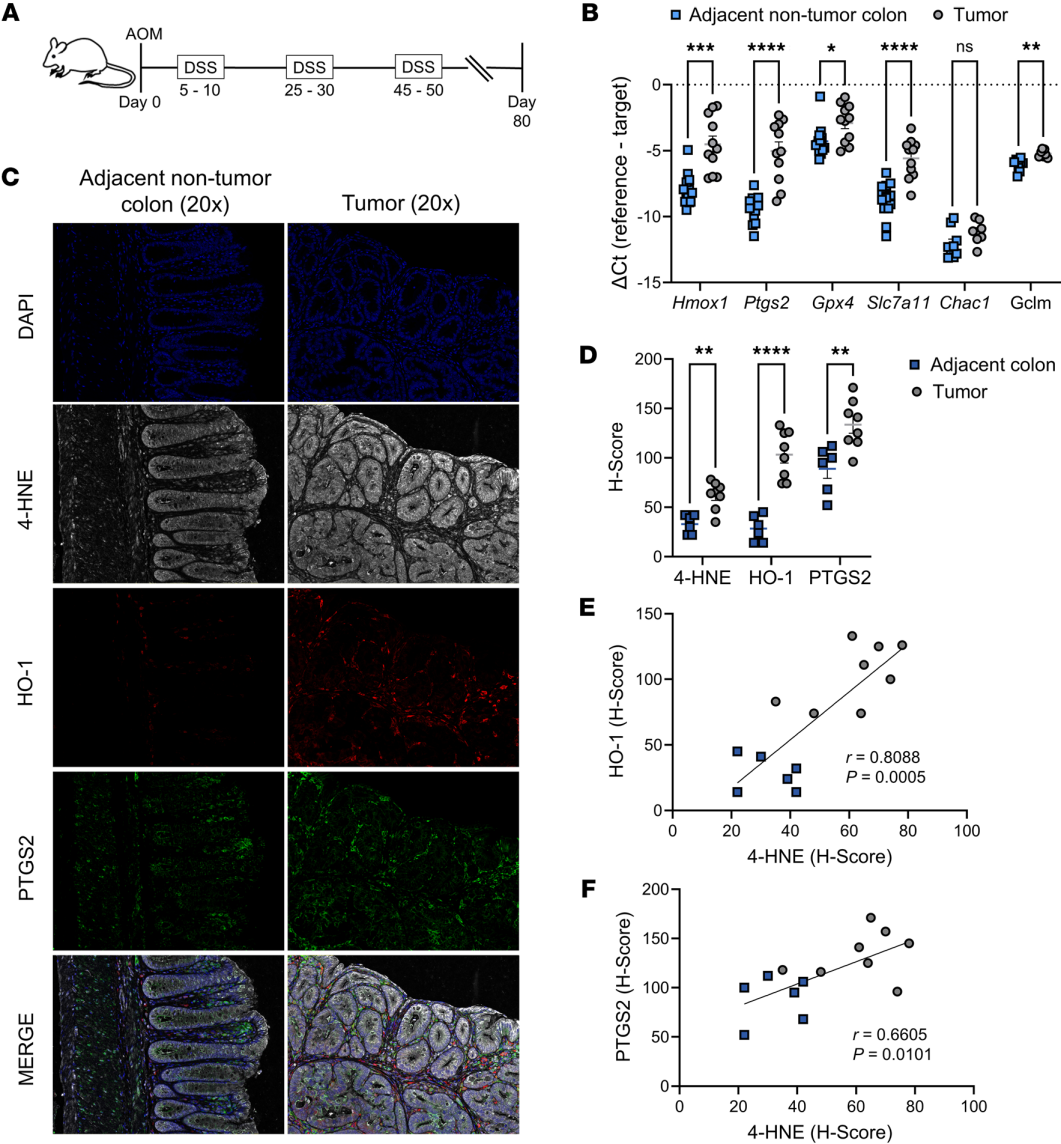
HO-1, lipid peroxidation, and ferroptosis response genes are upregulated in colonic tumors. (**A**) Schematic representation of the azoxymethane-DSS colitis-associated cancer model. (**B**) RT-qPCR analysis of tumors (pooled per animal, n = 7 – 11) and uninvolved colon (n = 9 – 14) from WT C57BL/6 mice in the AOM-DSS model. (**C**) Representative photomicrographs of immunofluorescence staining using paraffin-embedded mouse tumor and adjacent colon sections from an AOM-DSS colitis experiment (original magnification, ×20). (**D**) Histologic scores of proteins from individual tumor sections from 8 mice and adjacent colon sections from 6 mice. (**E** and **F**) Pearson correlations comparing the lipid peroxidation byproduct 4-HNE to either HO-1 or PTGS2. Data are shown as the mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001, by multiple unpaired Student’s *t* tests with correction for multiple comparisons (colon vs. tumor for each gene).

**Figure 4:**
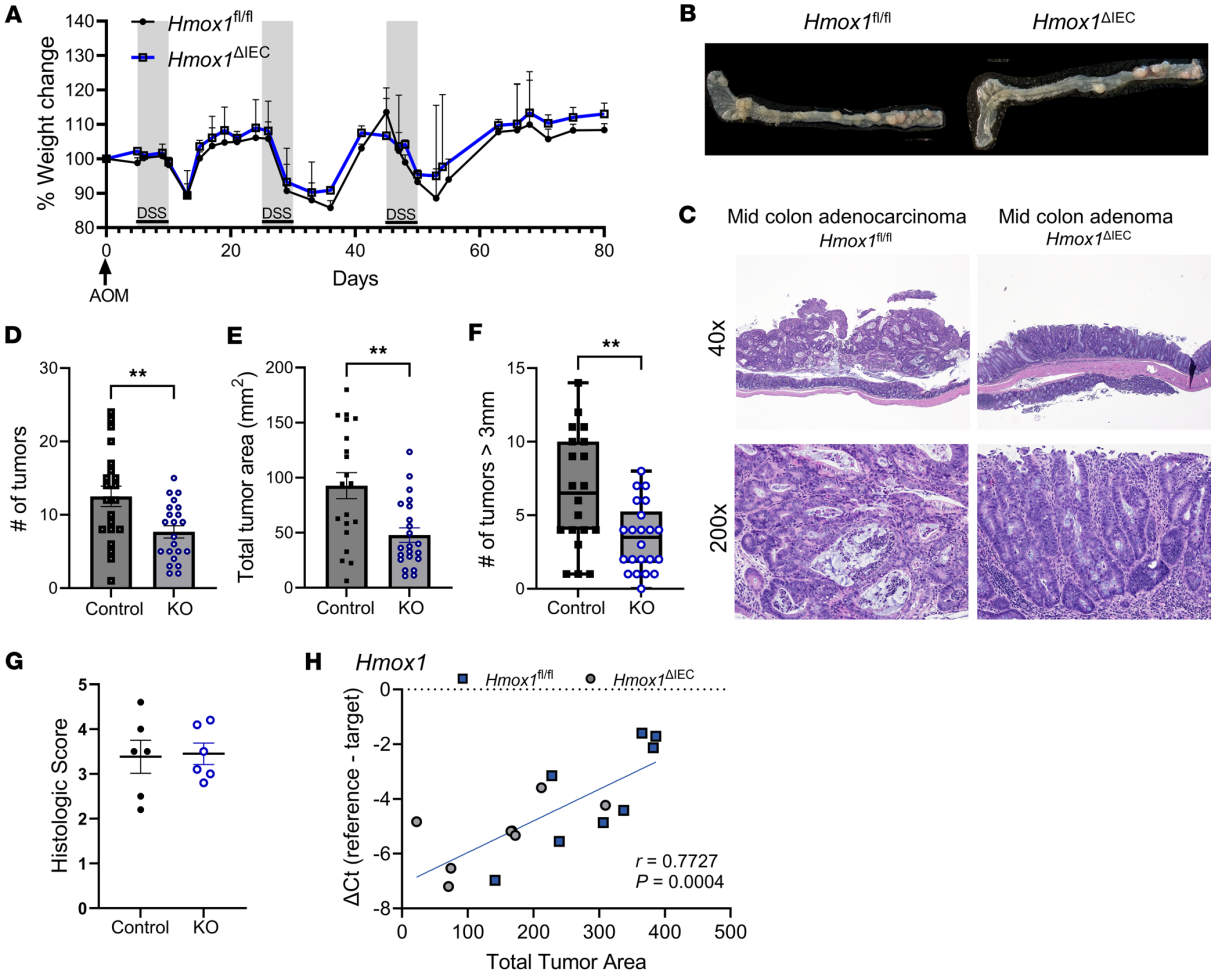
Epithelial HO-1 deletion reduces tumor burden in colitis-associated cancer. (**A**) Comparison of body weight changes over the course of the AOM-DSS colitis experiment in *Hmox1*^fl/fl^ and *Hmox1*^ΔIEC^ mice (*n* = 8–11 mice per group, pooled from 2 independent experiments). (**B**) Representative colons with demonstration of tumor formation at day 80 from both mouse strains. (**C**) Representative H&E staining of sections of colonic tumors from the AOM-DSS model (original magnification, ×40 [top]; ×200 [bottom]). (**D**) Visible tumor numbers in colon and cecum at day 80 upon gross examination. Combined data from 3 independent experiments. (**E**) Tumor burden and average size, as measured by 2D area of tumor involvement. (**F**) Number of tumors >3 mm in diameter visualized in colon and cecum at day 80 upon gross examination. (**G**) Colonic histopathologic injury score at day 80. (**H**) Pearson correlation of pooled whole tumor *Hmox1* mRNA expression (qPCR) with tumor burden. Data are shown as the mean ± SEM. *P <.05, **P <.01, by unpaired, Student’s *t* test.

**Figure 5:**
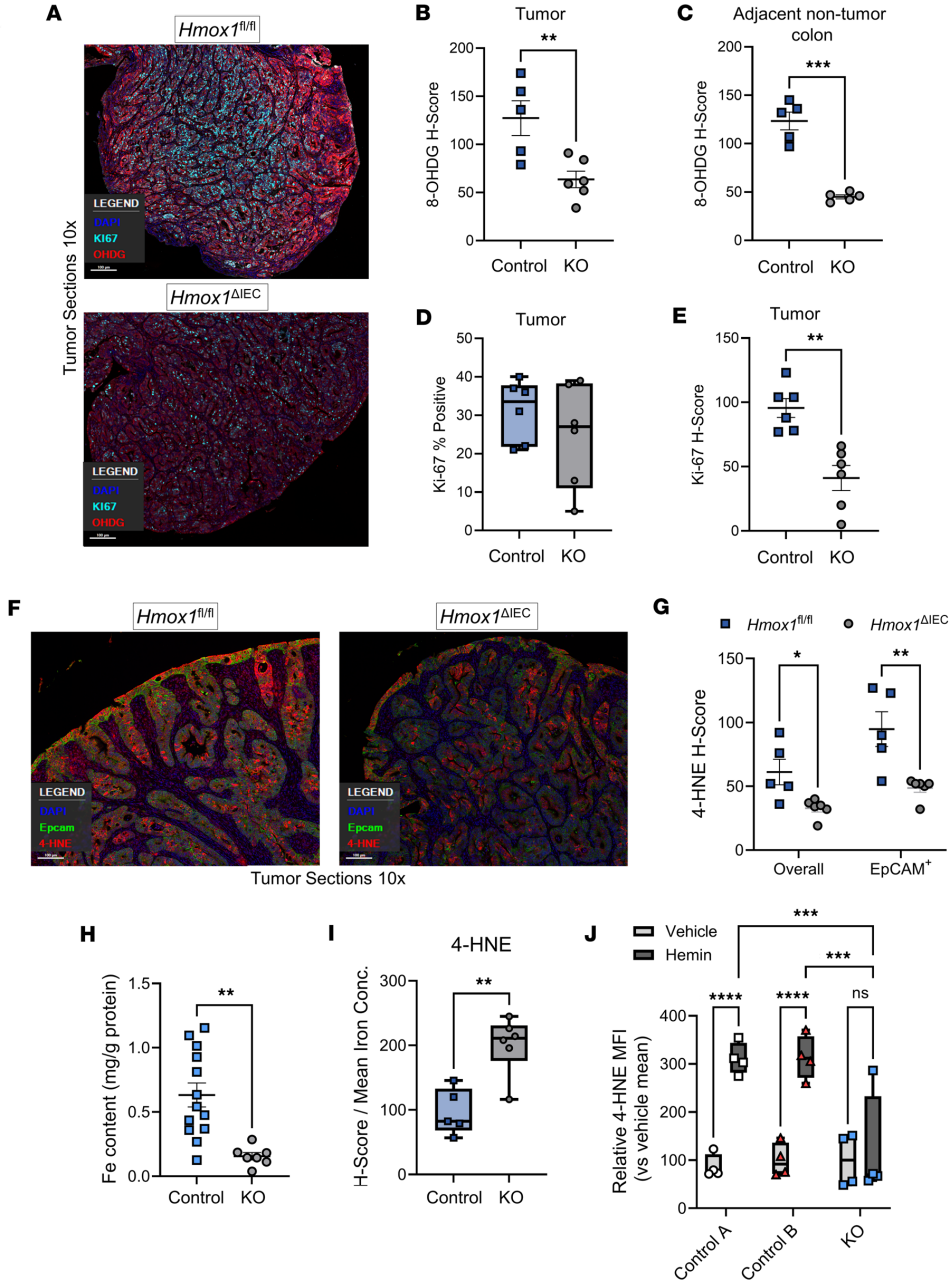
Epithelial HO-1 regulates oxidative damage, iron levels, and stress adaptation in the TME. (**A**) Representative photomicrographs of immunofluorescence staining for 8-hydroxy-2′-deoxyguanosine (8-OHdG) and Ki-67, using paraffin-embedded mouse colonic individual tumor sections from 4 control and 4 *Hmox1*^ΔIEC^ mice undergoing AOM-DSS (original magnification, ×10). (**B**) Quantification of 8-OHdG staining intensity in tumor tissue. (**C**) 8-OHdG staining intensity in adjacent nontumor colonic tissue from control and KO mice. (**D**) Percentage of Ki-67^+^ cells based on immunofluorescence staining. (**E**) Ki-67 H-score analysis from tumor sections. (**F**) Representative photomicrographs of immunofluorescence staining for 4-HNE and EpCAM using colon tumor sections (original magnification, ×10). (**G**) Quantification of 4-HNE from tumor sections taken from control and KO mouse tumors. (**H**) Whole tumor iron concentration measured by colorimetric assay. (**I**) 4-HNE staining intensity normalized to mean tumor iron levels per genotype. (**J**) Tumoroids derived from pooled tumors from 2 *Hmox1*^fl/fl^ mice (control **A** and **B**) and 1 *Hmox1*^ΔIEC^ (KO) mice were exposed to hemin (100 μM) for 24 hours. Lipid peroxidation measured by flow cytometry for 4-HNE, with median fluorescence intensity (MFI) values normalized to the mean of each vehicle-treated group. Data are shown as the mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001 by unpaired, Student’s *t* tests (**B**-**E,** **G**-**I**) and ANOVA (**J**) with correction for multiple comparisons.

**Figure 6:**
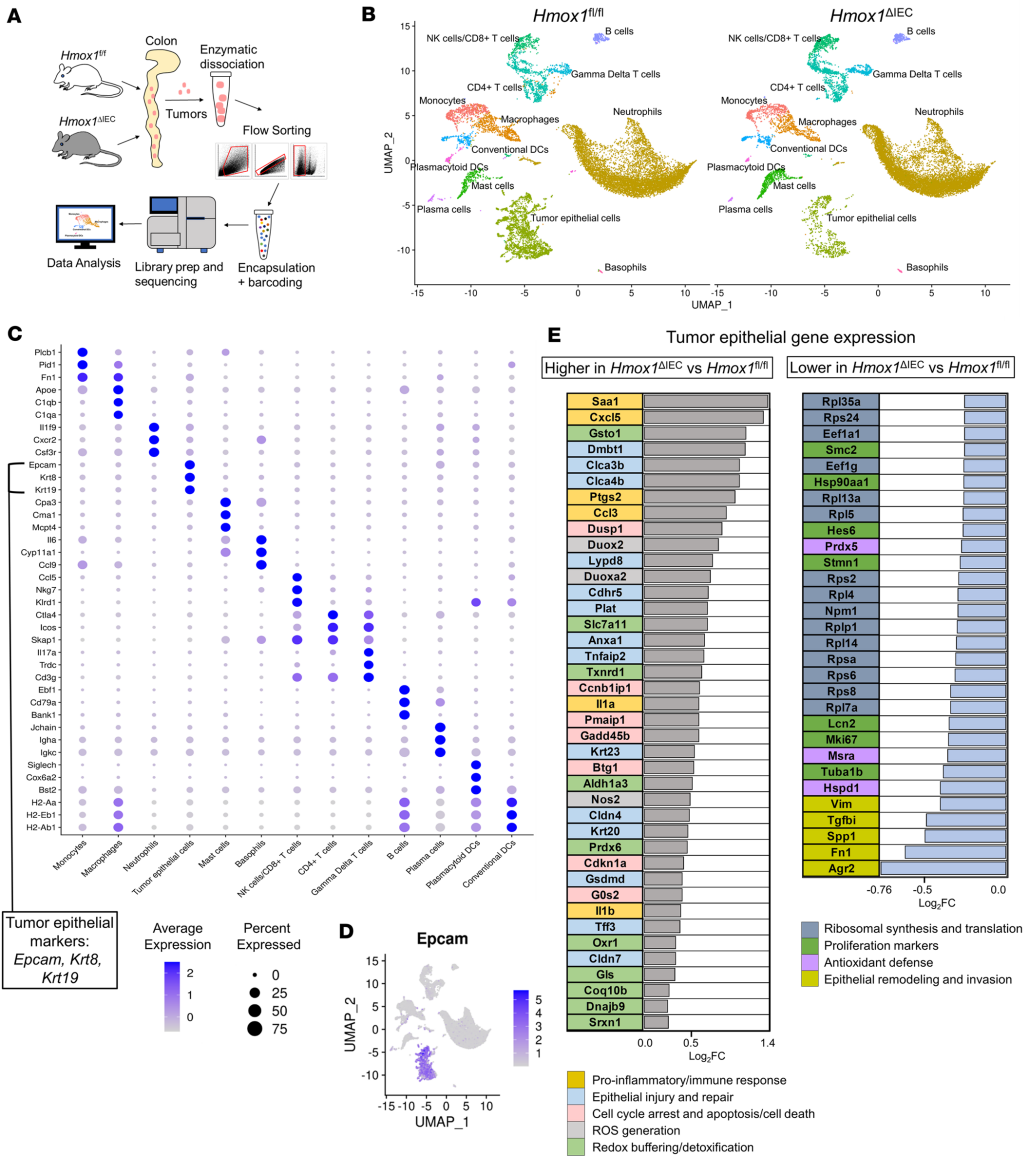
Loss of epithelial HO-1 induces a stress-adaptive transcriptional shift in tumor epithelial cells. (**A**) Overview for single-cell RNA sequencing workflow. Pooled tumors from control and KO mice were enzymatically dissociated and live cells were sorted for scRNA-seq using the 10X Genomics platform. (**B**) UMAP plot of approximately 24,000 quality-controlled cells from both genotypes, showing unsupervised clustering and manual annotation of major cell types. (**C**) Dot plot of top 3 marker genes per cluster used to validate annotations, ranked according to log_2_ fold change multiplied by difference in percentage expression compared with all other cells. (**D**) Feature plot of *Epcam* expression across the UMAP, highlighting the epithelial subcluster used for differential expression analysis. (**E**) Bar graphs of significantly upregulated and downregulated genes in *Epcam*^+^ epithelial cells from KO tumors, identified using the MAST hurdle model with Bonferroni-adjusted *P* < 0.05 and log_2_FC > 0.25. Genes are color-coded by functional annotation.

## References

[1] Olen O (2020). Colorectal cancer in ulcerative colitis: a Scandinavian population-based cohort study. Lancet.

[2] Jess T (2012). Risk of colorectal cancer in patients with ulcerative colitis: a meta-analysis of population-based cohort studies. Clin Gastroenterol Hepatol.

[3] Aardoom MA (2018). Malignancy and mortality in pediatric-onset inflammatory bowel disease: a systematic review. Inflamm Bowel Dis.

[4] Ekbom A (1990). Ulcerative colitis and colorectal cancer. A population-based study. N Engl J Med.

[5] Schroeder KW (1987). Coated oral 5-aminosalicylic acid therapy for mildly to moderately active ulcerative colitis. A randomized study. N Engl J Med.

[6] D’Haens G (2007). A review of activity indices and efficacy end points for clinical trials of medical therapy in adults with ulcerative colitis. Gastroenterology.

[7] Glei M (2006). Hemoglobin and hemin induce DNA damage in human colon tumor cells HT29 clone 19A and in primary human colonocytes. Mutat Res.

[8] Seiwert N (2020). Heme oxygenase 1 protects human colonocytes against ROS formation, oxidative DNA damage and cytotoxicity induced by heme iron, but not inorganic iron. Cell Death Dis.

[9] Canesin G (2020). Scavenging of labile heme by hemopexin is a key checkpoint in cancer growth and metastases. Cell Rep.

[10] Seiwert N (2021). Chronic intestinal inflammation drives colorectal tumor formation triggered by dietary heme iron in vivo. Arch Toxicol.

[11] Smith A, McCulloh RJ (2015). Hemopexin and haptoglobin: allies against heme toxicity from hemoglobin not contenders. Front Physiol.

[12] Ryter SW (2006). Heme oxygenase-1/carbon monoxide: from basic science to therapeutic applications. Physiol Rev.

[13] Poss KD, Tonegawa S (1997). Heme oxygenase 1 is required for mammalian iron reutilization. Proc Natl Acad Sci U S A.

[14] Radhakrishnan N (2011). Human heme oxygenase-1 deficiency presenting with hemolysis, nephritis, and asplenia. J Pediatr Hematol Oncol.

[15] Yachie A (1999). Oxidative stress causes enhanced endothelial cell injury in human heme oxygenase-1 deficiency. J Clin Invest.

[16] Dixon SJ (2012). Ferroptosis: an iron-dependent form of nonapoptotic cell death. Cell.

[17] Escuder-Rodriguez JJ (2024). Ferroptosis: biology and role in gastrointestinal disease. Gastroenterology.

[18] Stockwell BR (2022). Ferroptosis turns 10: emerging mechanisms, physiological functions, and therapeutic applications. Cell.

[19] Zhang R (2023). Ferroptosis in gastrointestinal cancer: from mechanisms to implications. Cancer Lett.

[20] Schwartz AJ (2021). Hepcidin sequesters iron to sustain nucleotide metabolism and mitochondrial function in colorectal cancer epithelial cells. Nat Metab.

[21] Liu Z (2023). Iron promotes glycolysis to drive colon tumorigenesis. Biochim Biophys Acta Mol Basis Dis.

[22] Vallelian F (2015). Proteasome inhibition and oxidative reactions disrupt cellular homeostasis during heme stress. Cell Death Differ.

[23] Dieleman LA (1998). Chronic experimental colitis induced by dextran sulphate sodium (DSS) is characterized by Th1 and Th2 cytokines. Clin Exp Immunol.

[24] Sheikh SZ (2011). An anti-inflammatory role for carbon monoxide and heme oxygenase-1 in chronic Th2-mediated murine colitis. J Immunol.

[25] Hegazi RA (2005). Carbon monoxide ameliorates chronic murine colitis through a heme oxygenase 1-dependent pathway. J Exp Med.

[26] Onyiah JC (2013). Carbon monoxide and heme oxygenase-1 prevent intestinal inflammation in mice by promoting bacterial clearance. Gastroenterology.

[27] Kanehisa M, Goto S (2000). KEGG: Kyoto encyclopedia of genes and genomes. Nucleic Acids Res.

[28] Sun Y (2018). Glutathione depletion induces ferroptosis, autophagy, and premature cell senescence in retinal pigment epithelial cells. Cell Death Dis.

[29] Hedblom A (2019). Heme detoxification by heme oxygenase-1 reinstates proliferative and immune balances upon genotoxic tissue injury. Cell Death Dis.

[30] Planell N (2013). Transcriptional analysis of the intestinal mucosa of patients with ulcerative colitis in remission reveals lasting epithelial cell alterations. Gut.

[31] Barton SG (2003). Expression of heat shock protein 32 (hemoxygenase-1) in the normal and inflamed human stomach and colon: an immunohistochemical study. Cell Stress Chaperones.

[32] Paul G (2005). Analysis of intestinal haem-oxygenase-1 (HO-1) in clinical and experimental colitis. Clin Exp Immunol.

[33] Takagi T (2008). Increased intestinal expression of heme oxygenase-1 and its localization in patients with ulcerative colitis. J Gastroenterol Hepatol.

[34] Barrera G (2012). Oxidative stress and lipid peroxidation products in cancer progression and therapy. ISRN Oncol.

[35] Hayes JD (2020). Oxidative stress in cancer. Cancer Cell.

[36] Singhal R (2021). HIF-2α activation potentiates oxidative cell death in colorectal cancers by increasing cellular iron. J Clin Invest.

[37] Tanaka T (2003). A novel inflammation-related mouse colon carcinogenesis model induced by azoxymethane and dextran sodium sulfate. Cancer Sci.

[38] Wei R (2021). Tagitinin C induces ferroptosis through PERK-Nrf2-HO-1 signaling pathway in colorectal cancer cells. Int J Biol Sci.

[39] Kumar S, Bandyopadhyay U (2005). Free heme toxicity and its detoxification systems in human. Toxicol Lett.

[40] Sobin LH (1985). The histopathology of bleeding from polyps and carcinomas of the large intestine. Cancer.

[41] Vega PN (2022). Cancer-associated fibroblasts and squamous epithelial cells constitute a unique microenvironment in a mouse model of inflammation-induced colon cancer. Front Oncol.

[42] Sirvinskas D (2022). Single-cell atlas of the aging mouse colon. iScience.

[43] Haber AL (2017). A single-cell survey of the small intestinal epithelium. Nature.

[44] Schmitt TH (1993). Hemin-induced lipid membrane disorder and increased permeability: a molecular model for the mechanism of cell lysis. Arch Biochem Biophys.

[45] Adedoyin O (2018). Heme oxygenase-1 mitigates ferroptosis in renal proximal tubule cells. Am J Physiol Renal Physiol.

[46] Kwon MY (2015). Heme oxygenase-1 accelerates erastin-induced ferroptotic cell death. Oncotarget.

[47] Nishizawa H (2020). Ferroptosis is controlled by the coordinated transcriptional regulation of glutathione and labile iron metabolism by the transcription factor BACH1. J Biol Chem.

[48] Magtanong L (2022). Context-dependent regulation of ferroptosis sensitivity. Cell Chem Biol.

[49] Dang D (2022). Heme induces intestinal epithelial cell ferroptosis via mitochondrial dysfunction in transfusion-associated necrotizing enterocolitis. FASEB J.

[50] Han S (2022). HO-1 contributes to luteolin-triggered ferroptosis in clear cell renal cell carcinoma via increasing the labile iron pool and promoting lipid peroxidation. Oxid Med Cell Longev.

[51] Yang J (2021). Cetuximab promotes RSL3-induced ferroptosis by suppressing the Nrf2/HO-1 signalling pathway in KRAS mutant colorectal cancer. Cell Death Dis.

[52] Suliman HB (2017). Mitochondrial quality-control dysregulation in conditional HO-1^-/-^ mice. JCI Insight.

[53] Madison BB (2002). Cis elements of the villin gene control expression in restricted domains of the vertical (crypt) and horizontal (duodenum, cecum) axes of the intestine. J Biol Chem.

[54] Schneider CA (2012). NIH image to ImageJ: 25 years of image analysis. Nat Methods.

[55] Schaefer REM (2022). Disruption of monocyte-macrophage differentiation and trafficking by a heme analog during active inflammation. Mucosal Immunol.

[56] Hall CHT (2020). Creatine transporter, reduced in colon tissues from patients with inflammatory bowel diseases, regulates energy balance in intestinal epithelial cells, epithelial integrity, and barrier function. Gastroenterology.

[57] Van den Berg JW (1988). Automating the quantification of heme in feces. Clin Chem.

[58] Barrett T (2013). NCBI GEO: archive for functional genomics data sets--update. Nucleic Acids Res.

[59] https://www.R-project.org/.

[60] Hao Y (2021). Integrated analysis of multimodal single-cell data. Cell.

[61] McGinnis CS (2019). DoubletFinder: doublet detection in single-cell RNA sequencing data using artificial nearest neighbors. Cell Syst.

[63] Gu Z (2016). Complex heatmaps reveal patterns and correlations in multidimensional genomic data. Bioinformatics.

[64] Finak G (2015). MAST: a flexible statistical framework for assessing transcriptional changes and characterizing heterogeneity in single-cell RNA sequencing data. Genome Biol.

[65] Durinck S (2009). Mapping identifiers for the integration of genomic datasets with the R/Bioconductor package biomaRt. Nat Protoc.

# Supplementary material for: Epithelial HO-1 regulates iron availability and promotes colonic tumorigenesis in a context-dependent manner
**Source:** JCI Insight. 2025 Dec 17;11(3):e181032. doi: 10.1172/jci.insight.181032
**Supplement:** Supplemental data

Supplemental Figure 1

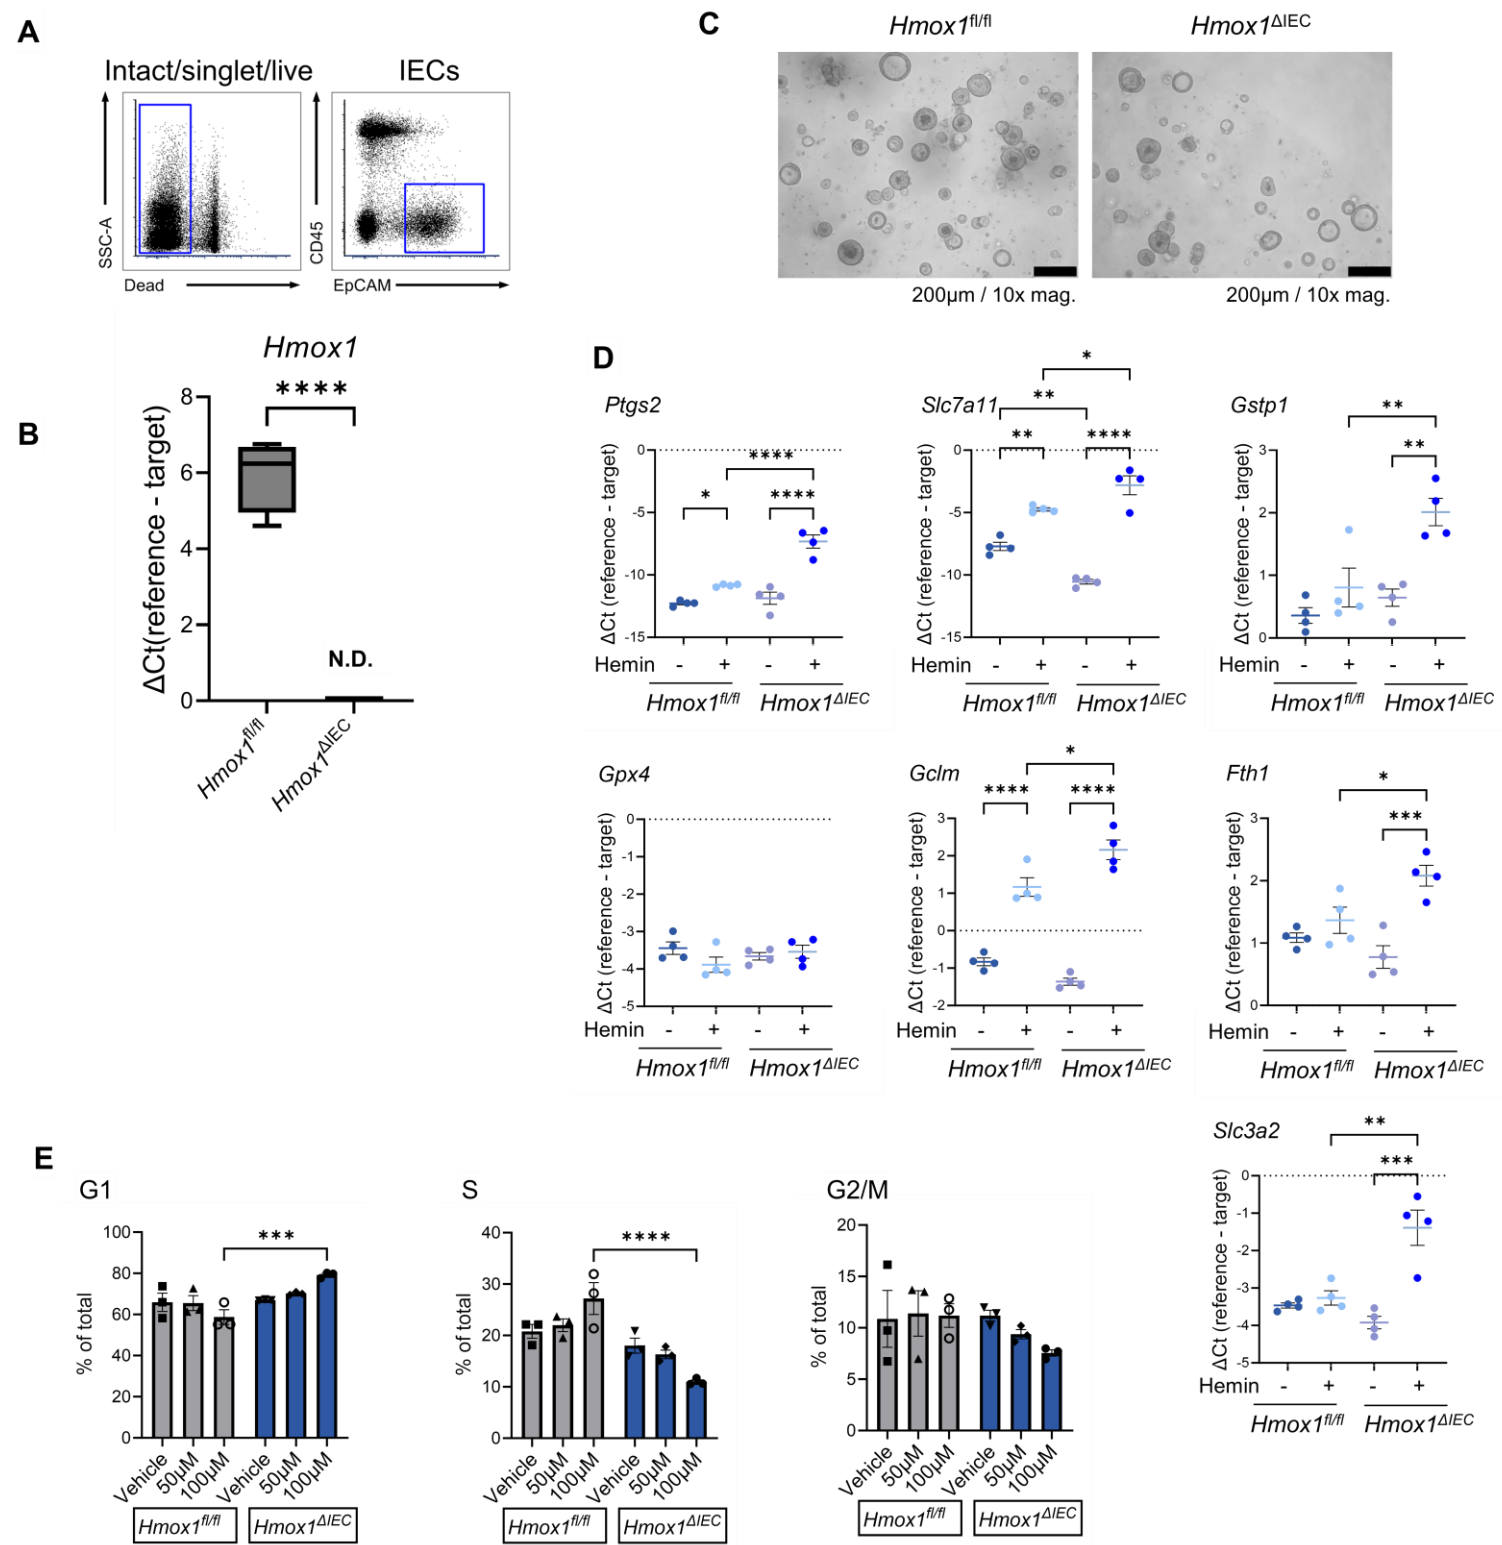

Supplemental Figure 1. *Hmox1* regulates the stress and cell cycle response to heme (A) CD45-Epcam<sup>+</sup> colonic epithelial cells from *Hmox1<sup>fl/fl</sup>* and *Hmox1<sup>ΔIEC</sup>* mice were sorted by FACS. Representative gating strategy shown. (B) *Hmox1* expression in colonic epithelial cells assessed using RT-qPCR (N.D. = not detected; n = 4 per group). (C) Representative photomicrographs of colonic epithelial organoids derived from healthy *Hmox1<sup>fl/fl</sup>* and *Hmox1<sup>ΔIEC</sup>* mouse colons. (D) Murine colonic epithelial organoid mRNA expression by RT-qPCR after exposure to hemin (100μM) for 24h (n = 4 per group). (E) Cell cycle states were assessed using 7AAD and flow cytometry in murine colonic epithelial organoids exposed to hemin or vehicle for 24h in three independent experiments. Data represent mean ± SEM. \**P* < 0.05, \*\**P* < 0.01, \*\*\**P* < 0.001, and \*\*\*\**P* < 0.0001, by unpaired, Student's *t* test or one-way ANOVA with correction for multiple comparisons (Bonferroni).

## Supplemental Figure 2

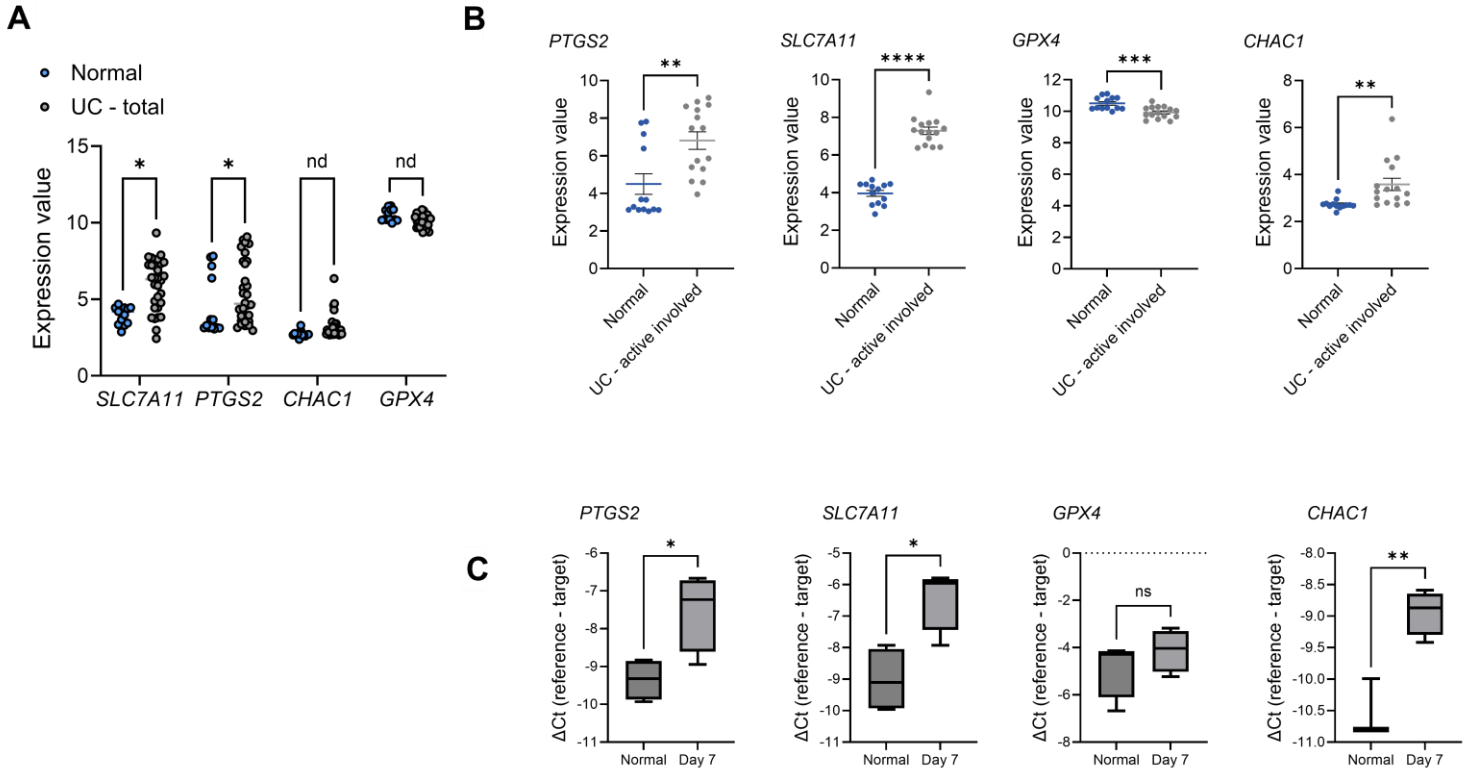

Supplemental Figure 2. (A-B) Human colonic gene expression values derived from GEO data set GSE38713 microarray data. (C) Whole colon mRNA expression by RT-qPCR of tissue from WT mice that were given DSS 2.5% in their drinking water for 5 days, followed by drinking water alone for 2 days after DSS was removed ( $n = 3-4$  mice). Data represent mean  $\pm$  SEM. \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , \*\*\*\* $P < 0.0001$  by Student's  $t$  test and multiple  $t$  test with correction for multiple comparisons.

## Supplemental Figure 3

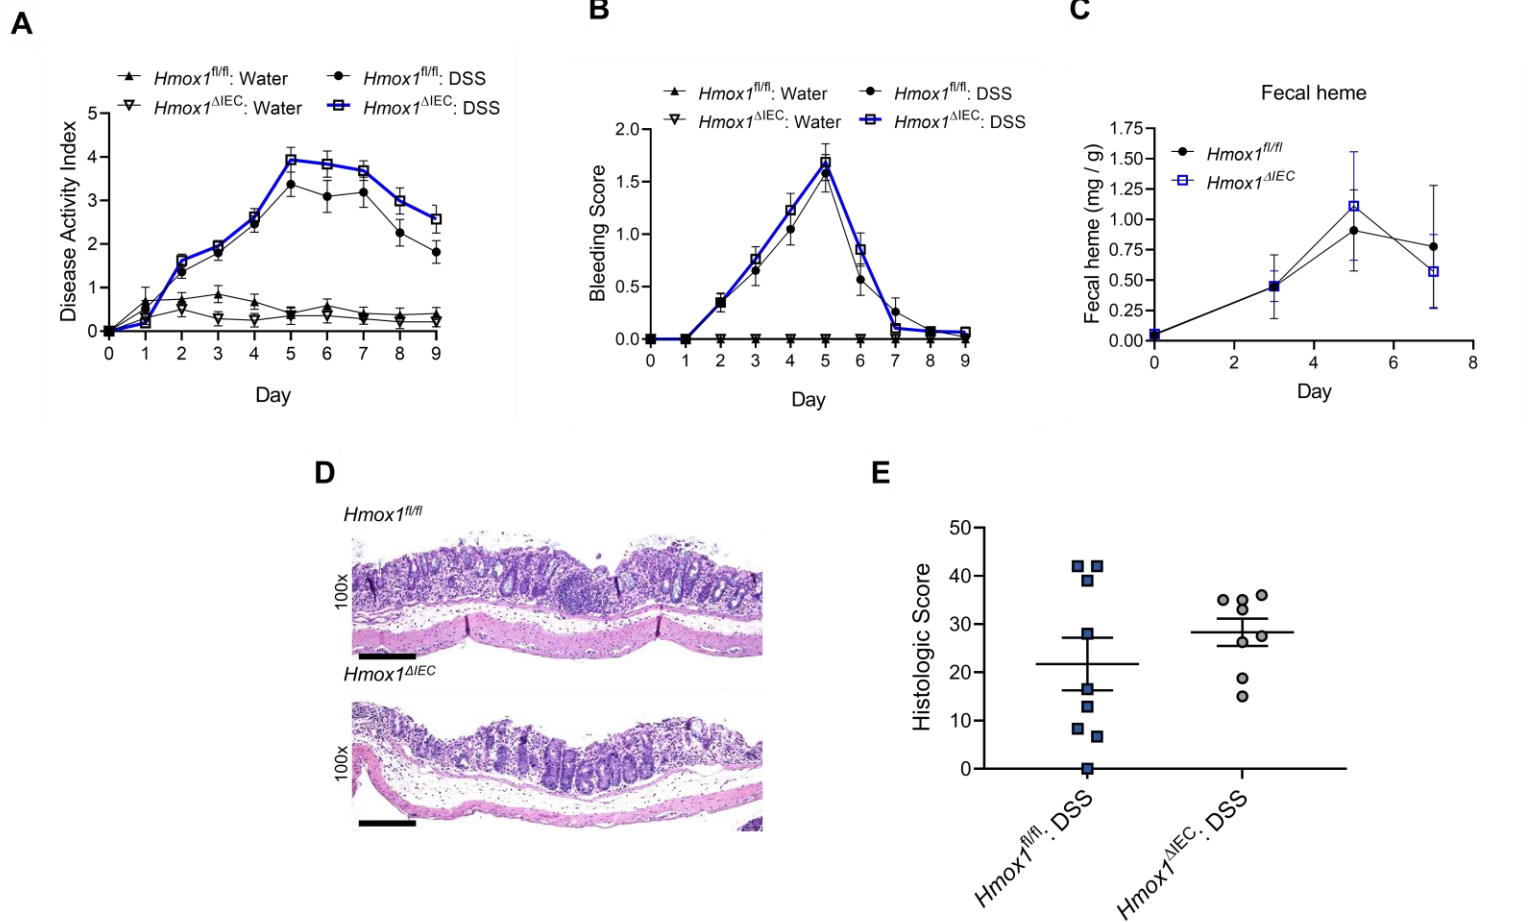

Supplemental Figure 3. (A) DAI scoring of *Hmox1<sup>fl/fl</sup>* and *Hmox1<sup>ΔIEC</sup>* mice ( $n = 8-11$  mice per group from two independent experiments). (B) Fecal bleeding component of DAI scoring of *Hmox1<sup>fl/fl</sup>* and *Hmox1<sup>ΔIEC</sup>* mice. (C) Total fecal heme quantification and DAI bleeding score superimposed from a different cohort of *Hmox1<sup>fl/fl</sup>* and *Hmox1<sup>ΔIEC</sup>* mice undergoing DSS colitis ( $n = 5-6$  mice per group). (D) Representative microscopic images of hematoxylin and eosin (H&E) stained colon tissue at day 7 of a DSS colitis experiment. (E) Histopathological score from colon tissue harvested at day 7 in DSS exposed mice ( $n = 8-9$  mice). Data represent mean  $\pm$  SEM.

## Supplemental Figure 4

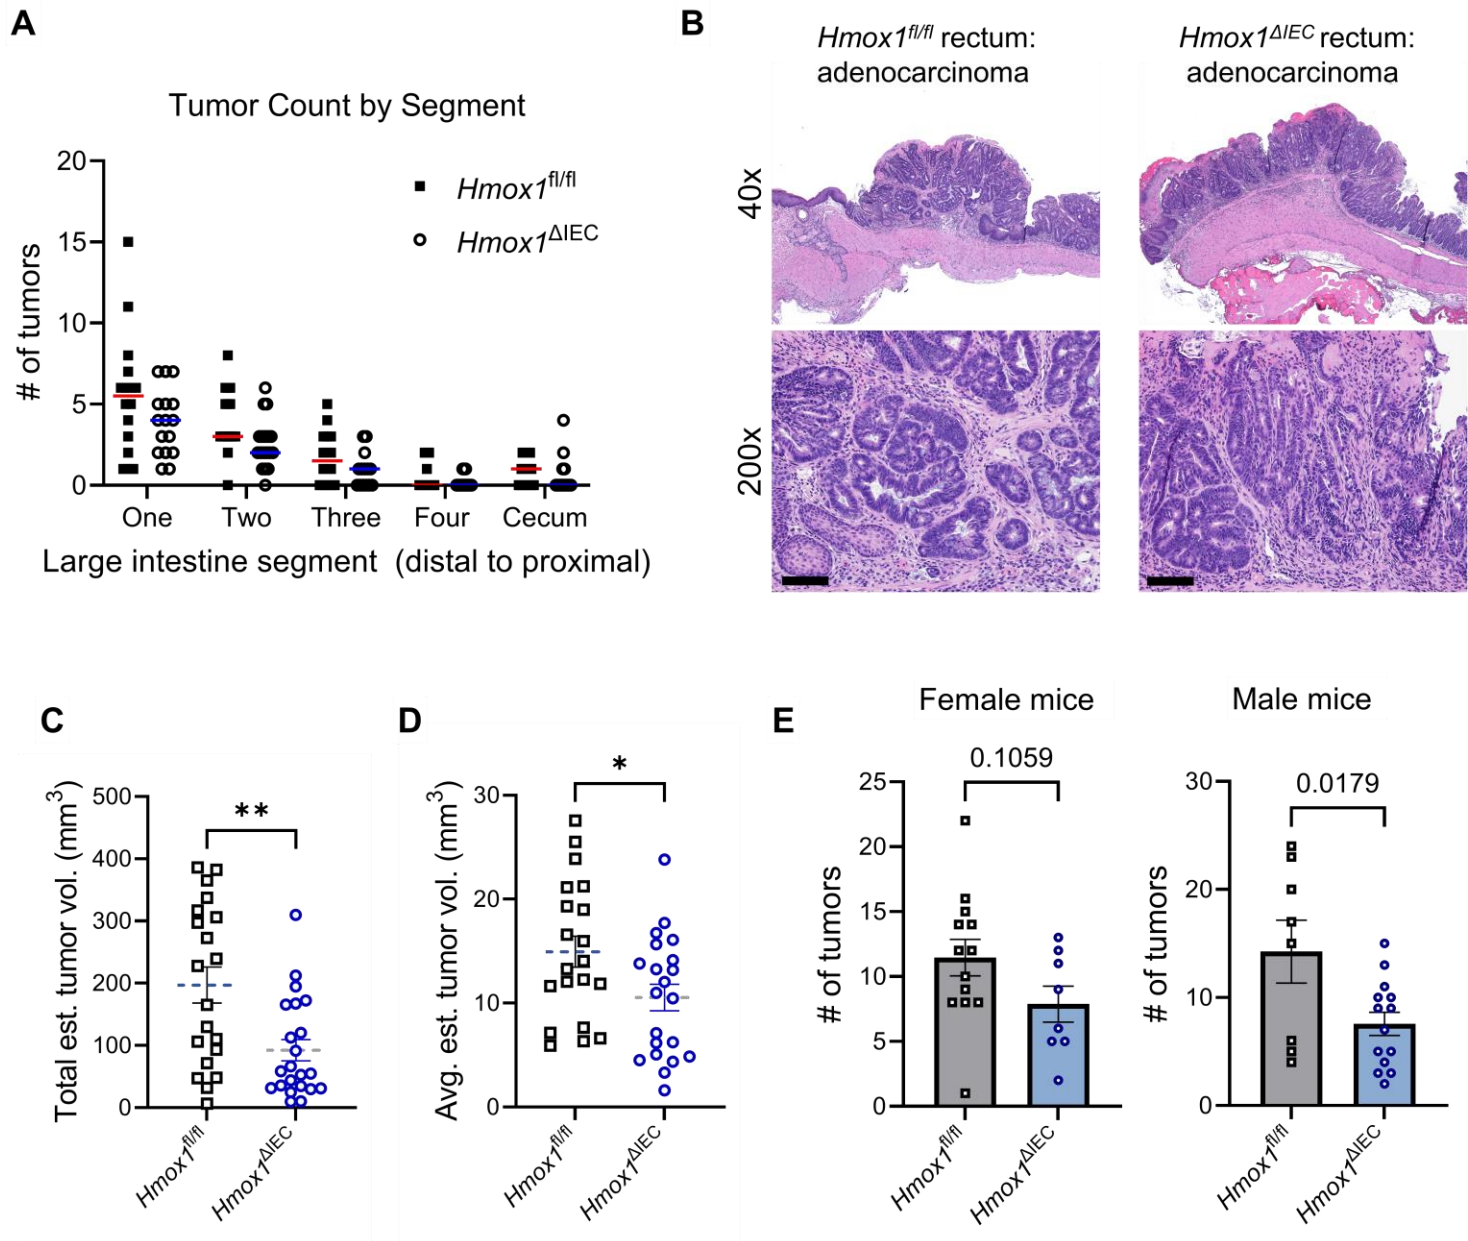

Supplemental Figure 4. AOM-DSS tumor characteristics. (A) Number of tumors per segment starting from the most distal quarter of the colon, proximally to the cecum. (B) Representative H&E stains of rectal adenocarcinomas. (C-D) Tumor volume estimates at day 80 of AOM-DSS experiments obtained by calculating (length \* width \* width)/2 with (combined results from 3 independent experiments) (E) Total number of tumors when male and female mice are compared separately as a group. Data represent mean  $\pm$  SEM. \* $P < 0.05$  and \*\* $P < 0.01$  by unpaired, two-tailed Student's  $t$  test.

Supplemental Figure 5

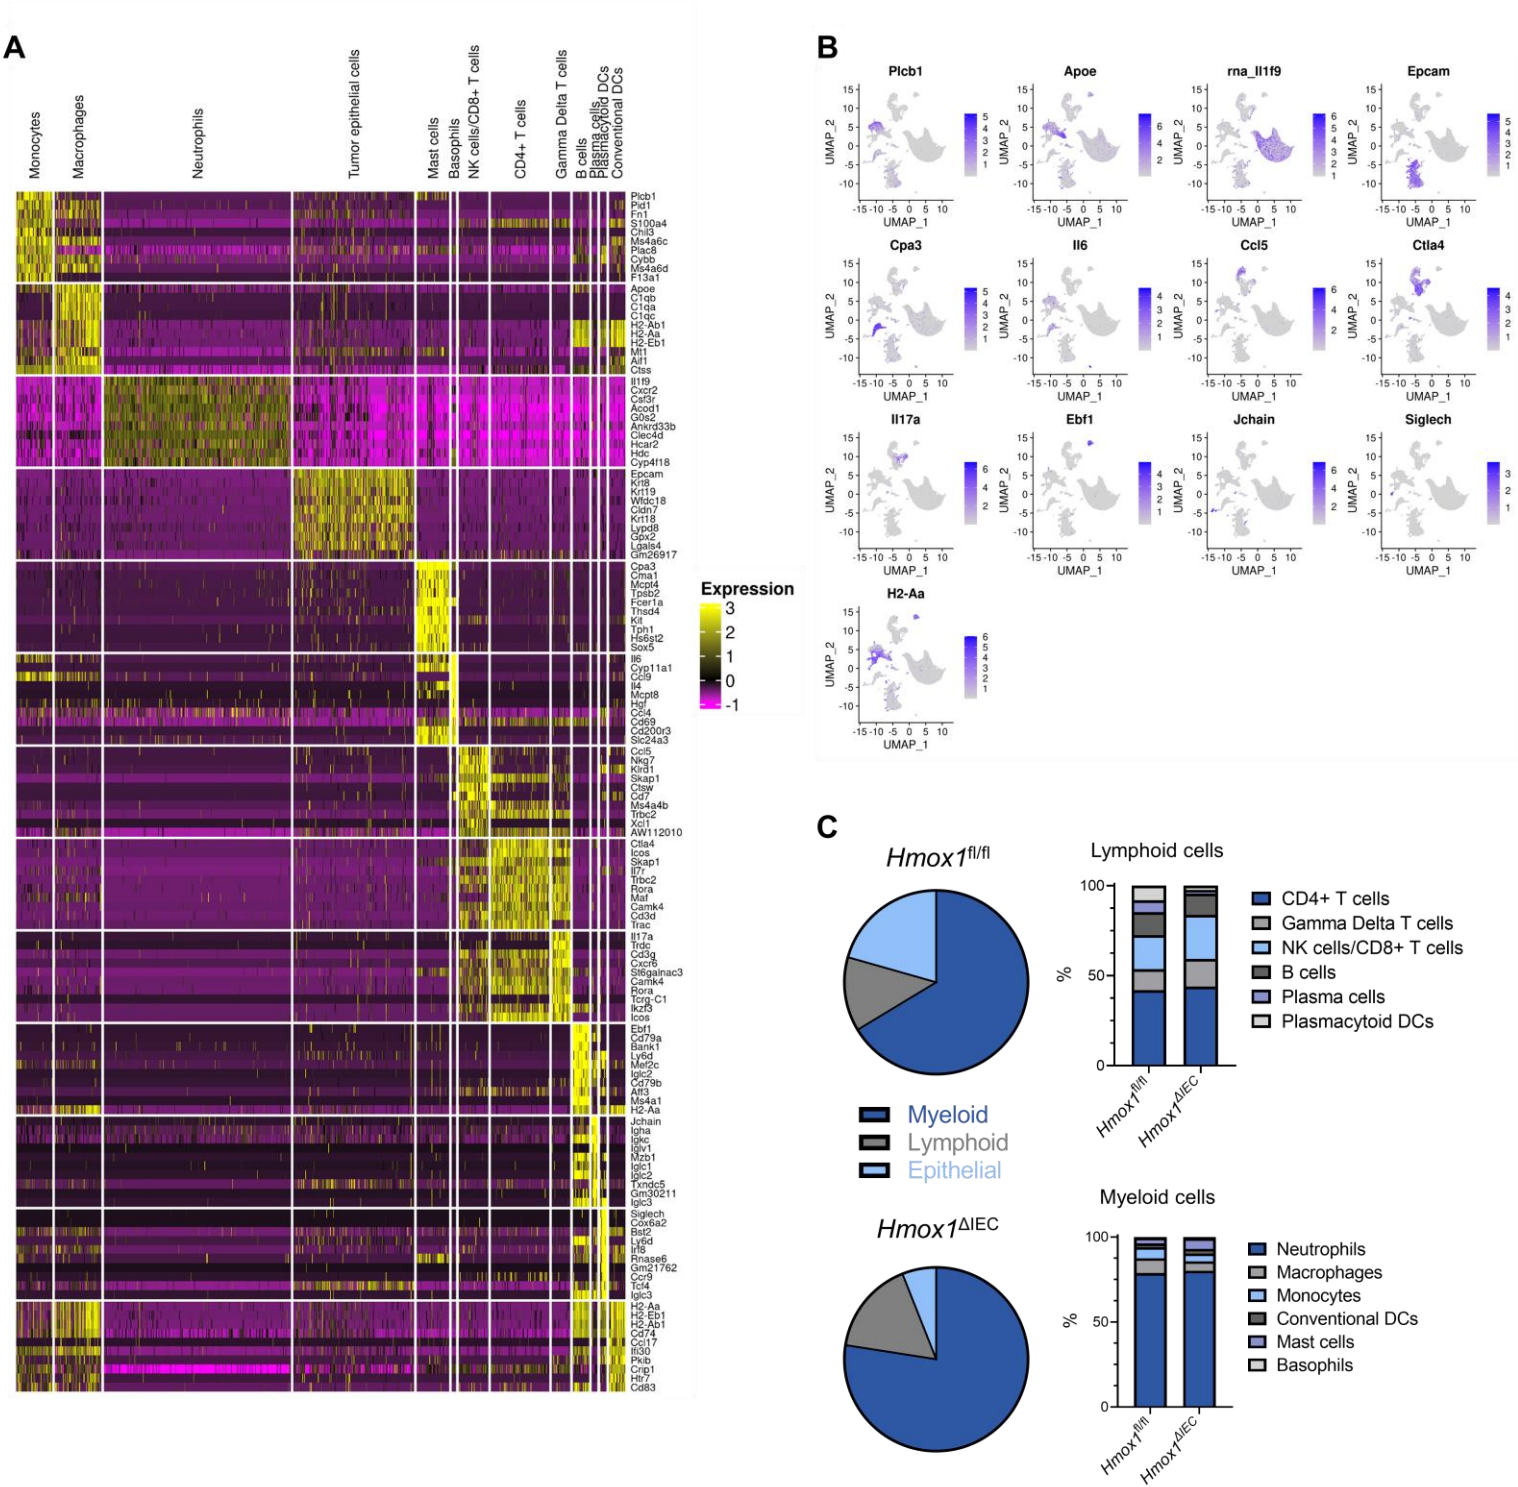

Supplemental Figure 5. (A) Heatmap of top-10 marker genes by cluster, ranked according to log<sub>2</sub>-fold change multiplied by the difference in percent expression compared to all other cells. (B) UMAP plots highlighting the distribution of the top marker gene expression for each annotated cluster. (C) Pie chart reflecting relative fraction of total analyzed cells composed of myeloid, lymphoid and epithelial populations with bar graphs representing further fractions of the leukocyte subsets.

How the deposited data were processed for this re-analysis (not part of the article)

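Poly-A mRNA of mouse colonoids was sequenced in 12 libraries, 3 in each of 4 groups. The groups were control (*Hmox1* fl/fl) colonoids with vehicle or hemin, and colonoids labelled KO (*Hmox1* ΔIEC) with vehicle or hemin. Condition and replicate number were taken from the sample labels, and dose and time from the study's design text and the legend of Figure 1. The labels write the genotype of replicate 3 labelled KO with hemin differently from the other libraries labelled KO, with floxed alleles and Vil1-Cre, which the paper's methods give as the KO genotype. Library preparation, sequencing and bioinformatic analysis were by Novogene, and the paper's text names no aligner, counting tool, genome build or test for them.

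The authors deposited 1 table of FPKM, fragments per kilobase of gene relative to the fragments of the library, for 54532 genes and the 12 libraries, with each gene's coordinates and length. The deposited FPKM already carry a scaling between libraries, since median-of-ratios factors computed from the table were 1 in every library. All values were whole multiples of the value of 1 fragment, which differed with gene length and library, so the deposited FPKM were converted back to fragments for the depth of each library, for floors and for some of the alternatives. No column of the table holds a p-value or a comparison. Between 11648801 and 25101868 fragments per library fell on genes, with medians of 15962169 with vehicle and 11859124 with hemin in controls, and of 15537521 with vehicle and 15479954 with hemin in those labelled KO. A gene with 3 fragments or fewer in a library was taken as at the floor.

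Everything from the FPKM on was computed here, with R 4.3.3, limma 3.58.1, data.table 1.17.8, Python 3.11.15 and matplotlib 3.10.9. Genes with an FPKM of at least 1 in at least 3 of the 12 libraries were kept, which left 12740. limma was fitted to log2(FPKM + 1) with 1 mean per group and no block, and empirical Bayes moderation with an intensity trend. All adjusted p-values of single genes come from limma with Benjamini-Hochberg adjustment over these genes. The comparisons were hemin-treated colonoids labelled KO against hemin-treated control, hemin against vehicle in each genotype, vehicle-treated colonoids labelled KO against vehicle-treated control, and the interaction of genotype and hemin. A gene was called at an adjusted p-value under 0.05 and an absolute log2 fold change above 1. Lists of genes were tested with limma camera, two-sided, at a fixed inter-gene correlation of 0.01, and the p-values of 35 such tests were adjusted together by the Benjamini-Hochberg method. Their unadjusted p-values are given as raw values. The correlation was not estimated from the lists, so these p-values may be too small where the genes of a list move together. The sample mapping, the designs, the gene lists other than Hox paralog groups and most of the alternatives were fixed before the data were examined.

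Genes were named in the text by a rule. They are *Hmox1*, each gene the paper names for the colonoid sequencing or its qPCR, including those of Figure 1K and Figure 1L, and the genes of lists of Hox, sex-linked, NRF2 target, ATF4 target, proliferation and cell cycle arrest genes. To these come, for the hemin-treated genotypes and for the interaction, the 5 largest increases and 5 largest decreases among called genes whose groups do not overlap, of which 1 is not reported here. *Gm23935* and *Ftl1-ps1* are outside the rule and were chosen after their values were seen. Gene symbols are those of the table, in which 103 symbols occur more than once.

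The same functions were tested on simulated data with 200 genes changed 4-fold in the hemin-treated libraries labelled KO. They were drawn at the depths of the real libraries, with each gene's mean pooled over all 12 and the same dispersion of 0.01 for every gene. Real replicates spread unevenly, with chi-square per degree of freedom from 1.93 to 43.1, so the recovery describes the simulated setting only. Of 12333 simulated genes tested, 190 had been changed. The comparison of hemin-treated genotypes recovered 91.1% of these with 5 unchanged genes called, hemin against vehicle in those labelled KO recovered 90.0% and the interaction 87.4%.

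The alternatives were a pseudocount of 0.1, no filter on low values, a mean FPKM of at least 5, rescaling to TPM, median-of-ratios scaling, the replicate number as a block, moderation without a trend, only the groups compared, the adjusted p-value alone, limma-voom on the recovered fragments, and each library left out in turn. limma-voom on all genes with at least 10 fragments in total, limma-voom for the named genes, TPM with *Gm23935* left out of the sum, and thinning to the smallest library were added after seeing the data. The pairing tried in the block comes only from the replicate numbers 1, 2 and 3 in the sample labels, which the paper does not describe as pairs. The raw reads and the KEGG annotation were not used here, and FPKM of whole genes carry no information on exons or variants.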

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

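The tests in this part were chosen after the results were seen, apart from the share of Hox genes that differed without hemin, the sex-linked genes and the split of the larger responses into higher levels with hemin and lower levels with vehicle.

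The response to hemin differed between the labelled genotypes for 654 genes, by a test of the interaction itself. With the libraries grouped by genotype in other ways, 1 of the 4 splits that part all same-numbered vehicle and hemin pairs, the real one, gave as many genes. The 6 other splits of the 10 part only 1 pair, and none of them gave as many. Since 4 splits cannot give a share under 0.25, this does not by itself set the result apart from an accidental grouping. After thinning every library to 11648801 fragments, 641 genes were called, so the smaller control hemin libraries are not needed for the result. Removing each library's trend with GC content gave 674 genes, 640 of them among the 654. Removing its trend with gene length gave 652, with 630 among them, and scaling to the fragments outside the 21 highest genes gave 691, with 585 among them. None of these technical corrections removed the pattern. Across genes the interaction correlated with GC content at Spearman's rho = −0.02 and with gene length at 0.07. The GC and length corrections therefore had little trend to remove. A larger response can also start from a lower level with vehicle. Of the 328 genes with a more positive response, 95 were called lower in the libraries labelled KO with vehicle and not higher with hemin, against 113 called only higher with hemin, so neither form accounts for all of them. The genotype may change the response to hemin, but the genotypes also differed without hemin, and a difference between the cultures other than *Hmox1* cannot be told apart from it.

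*Hmox1* had an interaction of 2.81 on the log2 scale. It was lower in libraries labelled KO with vehicle and higher with hemin, in 3 of 3 libraries against 3 of 3 each time. Exchanged genotype labels of the hemin-treated libraries would turn the sign of other genotype differences, but *Hoxb13* had a log2 fold change of 7.05 with hemin and 6.79 without it, so an exchange of the hemin-treated groups goes against the data. Low depth does not apply, since each hemin-treated library held at least 7821 *Hmox1* fragments. The fewest *Hmox1* fragments in a vehicle-treated library labelled KO were 64. A transcript of the exons that remain after Cre deletion is a candidate explanation only if it was induced more than the intact gene, since *Hmox1* rose by 8.55 with hemin in libraries labelled KO and by 5.75 in controls. Incomplete deletion alone, at the same induction, would leave the level at or below that of controls. The paper also assessed *Hmox1* by RT-qPCR in colonic epithelial cells sorted from mice of both genotypes, and the legend defines a mark for not detected. That assay used cells from mice and not these colonoids, and it was not analysed here. Fragments summed over the whole gene do not show which exons they came from, and the reversal was not explained here.

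The list of 20 NRF2 targets had a median interaction of 1.08 (limma camera, two-sided, adjusted p = 1.2e-18 over 35 tests, raw value 3.4e-20), and all 20 were positive under each scaling. Its adjusted p-value was under 0.05 for 19 genes over all tested genes and for 20 over the list. The camera p-values assume an inter-gene correlation of 0.01, which was not estimated here, and may be too small if these targets move together. The list was lower in libraries labelled KO with vehicle (median −0.51, 19 of 20 lower). With TPM 18 were lower, or 19 relative to the median of all genes. The list was higher with hemin (median 0.66, 18 of 20 higher), so the lower level with vehicle does not account for the whole difference. Outside *Hmox1* and the genes of Figure 1K and Figure 1L, 11 targets remained, a subset formed after the result was seen. All 11 had a positive interaction (median 1.04, raw value 3.0e-10) and a lower level with vehicle (median −0.43, raw value 2.1e-06). With hemin 9 of them were higher (median 0.35, raw value 0.044, and 0.14 with TPM), so outside the paper's genes much of the larger response came from the lower start. These raw values of limma camera for the 11 targets are not adjusted. The colonoids labelled KO may hold less NRF2 target expression at rest and gain more with hemin, which is a hypothesis from these libraries alone.

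Between the vehicle-treated groups, which the paper does not compare, 866 genes were called, 450 higher and 416 lower in the libraries labelled KO. Again 1 of the 4 splits, the real one, gave as many genes, and the next largest count was 1. Thinning gave 869 genes. The genotype difference correlated with GC content at Spearman's rho = 0.11 and with gene length at −0.03, which left little trend to remove. The GC correction gave 873, with 838 of the 866 among them, the length correction 867 with 850, and scaling outside the highest genes 907 with 851. All 12 libraries were closest to a library of their own group, which goes against a mislabelled library. A difference in sex between the donors also went against the data, as *Xist* was at 50.1 FPKM or more in every library and the 4 Y-linked genes of the list had 0 fragments. The difference is therefore likely present in the cultures. The paper's text does not state the number of mice behind each genotype, so the labelled genotype cannot be told apart from the culture line.

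Among these were 14 of 20 Hox genes, 6 higher and 8 lower in the libraries labelled KO. The same 14 were called in the same direction with hemin, so this is not a response to hemin. With a pseudocount of 0.1, TPM or limma-voom, 14 or 15 were called without hemin, and none of the 20 changed sign under these scalings. *Hoxb13* had 0 fragments in all control libraries and was at least 1052-fold higher in those labelled KO with vehicle and at least 1077-fold higher with hemin. *Hoxd13* was at least 659-fold and 294-fold higher. *Hoxb6* was lower (log2 fold change −3.56 with vehicle and −4.96 with hemin). At the level of the libraries labelled KO, a control library would have held at least 3039 *Hoxb13* fragments, so depth is not the source. Reads shared between paralogs would leave the sum of a paralog group unchanged, but the summed FPKM of paralog group 13 was 26.2 times higher in the libraries labelled KO with vehicle. With Hox genes left out, all 12 libraries were still closest to a library of their own group, which goes against a mislabelled library. A candidate explanation is that the cultures came from different positions along the colon. Across the 20 Hox genes, which are not independent replicates, the paralog number and the log2 fold change without hemin correlated with Spearman's rho = 0.46 (permutation p = 0.041 from 100000 permutations, two-sided) and Pearson's r = 0.58. That relation cannot tell position from genotype, since each genotype's libraries are all on one side.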

How the results depend on the processing

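The alternatives are tried here 1 at a time, and those added after seeing the data are named as such. TPM still moves the scaling and the weight of the pseudocount together. The FPKM summed to between 296942 and 472716 per library, and TPM raises every library to a larger common sum. The pseudocount stayed at 1, so it weighs less against the larger TPM values. A change in the counts of calls with TPM therefore cannot be put down to scaling alone. No other test in this part was chosen after the result was seen.

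The counts of called genes depended most on the thresholds and on the treatment of low values. They are given in the order hemin-treated labelled KO against control, hemin in control, hemin in labelled KO, vehicle-treated labelled KO against control, and interaction, with 766, 1033, 1648, 866 and 654 genes called. With the adjusted p-value alone, 4383, 6359, 7694, 4362 and 3031 genes passed. A mean FPKM of at least 5 left 422, 629, 1043, 392 and 334. limma-voom on the recovered fragments gave 1399, 1830, 2605 and 1304 genes in the first 4 comparisons, and with all genes of at least 10 fragments, added after seeing the data, 2207, 2774, 4187, 2450 and 1369. A pseudocount of 0.1 gave 1342 genes in the first comparison, among them 761 of the 766, and 1760 in the second. TPM gave 1705 genes for hemin in control and 2737 for hemin in labelled KO, and 1606 and 2475 with *Gm23935* left out of the sum, an alternative added after seeing the data. The other combinations of these settings and comparisons stayed within 1.5 times, as did no filter, moderation without a trend and only the groups compared. Median-of-ratios scaling had a factor of 1 in every library and so could not move any result. The direction of the calls moved with TPM, which took the share of higher genes from 26.8% to 15.5% for hemin in control, from 37.6% to 14.7% for hemin in labelled KO and from 50.2% to 34.0% for the interaction. With TPM the log2 fold change of the median gene was −0.19, −0.31 and −0.11 in these 3, and 0.16 for vehicle-treated labelled KO against control. The mean FPKM of at least 5 took the share to 48.3% for hemin in labelled KO and to 63.2% for the interaction, and limma-voom with at least 10 fragments took it to 37.7% for the interaction. The adjusted p-value alone moved the share the other way from TPM, to 46.4% for hemin in control, 49.6% for hemin in labelled KO and 55.9% for the interaction, so the excess of lower genes depends on the fold change threshold. The cause was not tested.

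With the replicate number as a block, 761, 1028, 1649, 863 and 639 genes were called, of which 759, 1025, 1644, 863 and 635 were also called without it. Deviations of same-numbered libraries correlated on average at −0.04 for hemin in control, 0.02 for hemin in labelled KO and 0.04 for the vehicle-treated groups, so the numbers do not act as pairs.

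With each library left out in turn, the calls ranged from 748 to 829, 981 to 1143, 1527 to 1661, 750 to 837 and 555 to 687. The share of PC1 ranged from 43.9% to 49.8% and that of PC2 from 28.7% to 34.2%. The share of hemin genotype calls also called with vehicle ranged from 48.7% to 53.6%, and the share called in the interaction from 29.9% to 32.2%. The genes expressed in all 4 groups ranged from 10355 to 10394. PC1 held 39.8% with a pseudocount of 0.1, 43.0% without a filter and 43.6% with each gene scaled to unit variance, where PC2 held 21.0%. With the adjusted p-value alone, the share also called with vehicle was 46.0% and the share called in the interaction 44.0%, and a pseudocount of 0.1 took the latter to 35.2%. The cause was not tested. The medians of the Figure 1K and Figure 1L lists between the hemin-treated genotypes and in the interaction stayed positive under each alternative tried on them. The Figure 1K median between the hemin-treated genotypes rose from 0.94 to 1.02 with a pseudocount of 0.1 and to 1.01 with TPM. For hemin in labelled KO, TPM took the medians from 1.23 and 1.22 to 0.89 and 0.90. Left-out libraries moved the interaction medians between 0.72 and 0.85 for Figure 1K and between 0.93 and 0.98 for Figure 1L.

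Single genes that changed sign were small changes. With TPM the log2 fold change for hemin in control became −0.090 for *Prdx6* and −0.053 for *Acsl1*. For hemin in labelled KO it became −0.029 for *Gstm2*, −0.11 for *Acsl1* and −0.20 for *Acsl4*, and the interaction of *Acsl1* became −0.055. These changes with TPM are close to its shift of the median gene given above, so they follow the scaling of all genes. Leaving out a library turned *Chac1* between the hemin-treated genotypes to 0.09 or 0.16 (range −0.24 to 0.16), and *Gstk1* for hemin in control to 0.047 or 0.058 (range −0.15 to 0.058). Of 185 values of named genes, a pseudocount of 0.1 made 8 pass the threshold and 1 fall under it, TPM 7 and 11, and limma-voom, added for these genes after seeing the data, 11 and 1. The block changed none of the 185. Of 1377 values with a library left out, 24 fell under the threshold and 4 newly passed it. The cause of the changes other than these signs with TPM was not tested.

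Depth had little effect on the counts of calls. Thinned to the smallest library's 11648801 fragments, added after seeing the data, 771, 1024, 1657, 869 and 641 genes were called.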

Differences from the paper's values

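In this part, limma-voom for the named genes and limma-voom on genes with at least 10 fragments were chosen after seeing the values.

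The paper's text gives about 800 genes higher in KO and 900 higher in control colonoids with hemin, and its supporting data list 777 and 902. Here 395 and 371 genes were called. Of the alternatives set before the data were examined, a pseudocount of 0.1 gave 690 and 652 genes and limma-voom on the recovered fragments gave 715 and 684, which are within 1.5 times of the paper's counts. TPM gave 555 genes higher in colonoids labelled KO, within 1.5 times, and 524 higher in control, which is not. The other alternatives did not close the gap. With limma-voom on genes with at least 10 fragments, chosen after seeing the values, 1009 and 1198 genes were called, within 1.5 times of the paper's counts. All 1261 entries of the paper's list that were tested here had the paper's direction, and 737 of them were called. These are 736 genes, as 1 gene has 2 entries, and 30 genes called here are not in the list.

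Of 99 log2 fold changes in the paper's supporting data for Figure 1, 32 differed from those here by more than the replicate SD. In each of the 32 the paper's value is further from 0, and none of the 99 differed in sign. For hemin against vehicle in labelled KO, the value here and the paper's value were 3.45 and 4.18 for *Chac1*, 4.61 and 4.66 for *Gclc*, 2.84 and 2.89 for *Gclm*, 4.06 and 7.44 for *Gsta2*, 1.79 and 2.13 for *Gsta3*, −2.56 and −5.89 for *Cbs*, and 0.85 and 1.21 for *Hspb1*. They were 1.14 and 1.24 for *Ncoa4*, 3.23 and 4.61 for *Ptgs2*, −2.65 and −2.72 for *Slc11a2*, −0.88 and −1.17 for *Slc39a8*, 4.11 and 5.36 for *Slc7a11*, and −1.34 and −2.04 for *Steap3*. For hemin against vehicle in control, the value here and the paper's value were 0.65 and 1.06 for *Gsta2*, 1.48 and 2.08 for *Gsta3*, −0.47 and −0.99 for *Gstt1*, −1.47 and −1.65 for *Rrm1*, −1.87 and −2.81 for *Cbs*, −0.20 and −1.33 for *Hspb1*, 0.49 and 2.35 for *Ptgs2*, 1.46 and 1.75 for *Slc7a11*, and −0.92 and −1.84 for *Steap3*. For hemin-treated labelled KO against control, they were 2.51 and 2.95 for *Gsta2*, 1.02 and 1.14 for *Gsta3*, −1.59 and −1.84 for *Gstk1*, 1.60 and 2.65 for *Gstt1*, and 0.80 and 1.01 for *Acsl1*. In the same comparison they were −0.68 and −3.09 for *Cbs*, 2.08 and 5.03 for *Hspb1*, 3.22 and 4.56 for *Ptgs2*, 1.31 and 1.43 for *Slc11a2*, and −1.01 and −1.34 for *Slc39a8*.

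Of these 32, a pseudocount of 0.1 brought 22 within the replicate SD of the paper's value. TPM did so for 7, all of them among the 22, namely *Steap3* for hemin in labelled KO, *Gstt1* and *Rrm1* for hemin in control, and *Acsl1*, *Gsta3*, *Gstk1* and *Slc11a2* for hemin-treated labelled KO against control. Neither did so for 10 values, namely *Cbs*, *Gsta2*, *Ptgs2* and *Slc7a11* for hemin in labelled KO, *Hspb1*, *Ptgs2* and *Steap3* for hemin in control, and *Cbs*, *Hspb1* and *Ptgs2* for hemin-treated labelled KO against control. Leaving out a library brought 5 within that range, namely *Gclc* and *Slc11a2* for hemin in labelled KO, *Rrm1* and *Slc7a11* for hemin in control, and *Gstk1* for hemin-treated labelled KO against control. Median-of-ratios scaling and the replicate block brought none. TPM also lowers the weight of the pseudocount, so its 7 values do not show an effect of scaling alone. limma-voom, chosen for the named genes after seeing the values, brought 31 within the replicate SD. The exception was *Hspb1* for hemin-treated labelled KO against control, at 5.40 with limma-voom and 4.52 with a pseudocount of 0.1 against the paper's 5.03, and no setting brought it within the replicate SD. *Hspb1* had only 0 to 4 fragments per hemin-treated control library, so its value is set by the pseudocount, and these 2 settings lie on either side of the paper's value.

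The paper names *Ftl1* among the genes raised in KO colonoids with hemin. Here its log2 fold change of 0.54 between the hemin-treated genotypes was under the threshold, and it passed only with the adjusted p-value alone. Against vehicle it was well above the threshold, at 3.19 to 3.53 in labelled KO and 2.23 to 2.42 in control across the alternatives. The paper's sentence does not name the comparison, so this need not be a disagreement. The legend of Figure 1K and Figure 1L calls their genes differentially expressed. It gives their log2 fold change between vehicle and hemin by cell type. For hemin against vehicle, 13 of 21 and 15 of 19 were called here in labelled KO and 8 of 21 and 8 of 19 in control. Between the hemin-treated genotypes, 12 of 21 and 10 of 19 were called, and 19 and 18 passed with the adjusted p-value alone. The legend of Figure 1G describes patterns of differentially expressed genes, with about 10000 shared by the 4 groups in Fig. 1G, read by eye, where 10397 genes were expressed in all 4 groups here. PC1 and PC2 held 46.4% and 31.7% of the variance, against about 44% and about 30% in Fig. 1H, read by eye.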

Other observations

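The tests in this part were chosen after the results were seen, apart from the share of hemin genotype calls already present without hemin. The p-values of the lists of ATF4 targets, proliferation genes and arrest genes come from limma camera, two-sided, and are adjusted over 35 tests.

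Of the 766 genes called between the hemin-treated genotypes, 52.3% were called in the same direction without hemin, 196 of the 395 higher and 205 of the 371 lower genes. The difference already present without hemin therefore accounts for a large part of the list of genes that differ with hemin. Of the paper's list of 1679 genes, 1261 were tested here and so could be called. Of these, 515 were called in the same direction without hemin. Among all the listed genes, 22 are Hox genes. The interaction, which subtracts the difference without hemin, was called for 243 of the 766, in the same direction for 204.

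For each of the 5 comparisons and for the medians of the Figure 1K and Figure 1L lists between the hemin-treated genotypes and in the interaction, 1 of the 4 splits that part all same-numbered libraries gave a result as large, namely the real one. Over all 10 splits it was also 1, and in no other split were more than 1 gene called. The smallest share that these splits can give is 1 in 4, so the share alone cannot exclude an accidental grouping of the libraries. All 12 libraries were closest to a library of their own group, which argues against such a grouping. That closeness cannot tell the labelled genotype from the culture line.

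A candidate explanation for the smaller number of genes called here than in the paper's list is the pseudocount, with the filter on low values a limit only together with it. Without the filter but with the pseudocount of 1, 742 of 1677 listed genes were called against 737 with the filter, so the filter alone closes almost none of the gap. With limma-voom on the recovered fragments of genes with at least 10 fragments, 1641 of the 1677 were called, with 567 calls not in the list. With a pseudocount of 0.1 and the filter kept, 1196 of the 1261 tested were called, and with limma-voom and the filter kept, 1234. limma-voom also changes the test, so the part of the pseudocount alone is best seen in the 1196.

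Proliferation genes were higher in libraries labelled KO than in controls with hemin, 20 of 20 with a median log2 fold change of 0.69 (adjusted p = 7.4e-10, raw value 1.1e-10). They were already higher without hemin, by 0.53 in 20 of 20, so much of this difference may not be a response to hemin. Hemin lowered them in both genotypes, by medians of −1.51 in control (20 of 20 lower) and −1.31 in labelled KO (19 of 20 lower). With TPM 20 were lower in labelled KO, or 19 relative to the median of all genes. The interaction was 0.23 with 17 of 20 positive (adjusted p = 0.0084, raw value 0.0058). With TPM 14 were positive, or 17 relative to the median of all genes. A list of 8 cell cycle arrest genes showed no common direction between the hemin-treated genotypes (4 of 8 higher, median −0.01, adjusted p = 0.50, raw value 0.42) or in the interaction (median −0.06, adjusted p = 0.96). Single genes of this list still differed between the hemin-treated genotypes, in both directions, with an adjusted p-value under 0.05 for 7 of the 8. Of the 8, *Cdkn1a* had a log2 fold change of 0.63 between the hemin-treated genotypes. The paper reports more cells in G_0_/G_1_ in KO colonoids with heme by another assay, which was not analysed here.

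The 16 ATF4 targets were lower in libraries labelled KO without hemin (median −0.55, 14 of 16 lower, adjusted p = 9.7e-06, raw value 5.0e-06). With TPM 12 were lower, or 14 relative to the median of all genes. With hemin the 16 targets were lower by less (median −0.27, 11 of 16 lower, adjusted p = 0.0087, raw value 0.0062). Their interaction was 0.33 and not significant (adjusted p = 0.091, raw value 0.072). Single genes of the list moved further. *Trib3* was at −3.51 without hemin with an interaction of 3.25, and *Chac1* at −2.37 with 2.31.

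*Gm23935*, chosen after its values were seen, was at 63032 FPKM in control vehicle replicate 1, 137026 in control hemin replicate 1 and 91809 in replicate 2 labelled KO with hemin, and between 3506 and 9538 in the other libraries. It took 0.371%, 0.765% and 0.491% of the fragments in those 3 libraries. The libraries are spread over 3 groups, so it separates no condition. Because the gene is short, it took 16.8%, 29.0% and 21.0% of the FPKM sum in the same libraries, which is the sum that TPM divides by. Left out of that sum, hemin in control still gave 1606 genes against 1705 with TPM, so most of the larger count with TPM does not come from this gene. The adjusted p-value of *Ftl1* between the hemin-treated genotypes went from 0.064 with TPM to 0.0051, so the loss of significance with TPM did come from it. Scaling to fragments is less affected, and scaling to those outside the 21 highest genes gave 781 genes between the hemin-treated genotypes. No biological explanation was tested for it. Control hemin replicate 3 had the lowest correlation with its nearest library (r = 0.963 across genes) and the highest share of mitochondrial fragments, 4.92% against 2.29% to 3.74% in the others.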
